# Targeting vasoactive intestinal peptide-mediated signaling enhances response to immune checkpoint therapy in pancreatic ductal adenocarcinoma

**DOI:** 10.1038/s41467-022-34242-4

**Published:** 2022-10-27

**Authors:** Sruthi Ravindranathan, Tenzin Passang, Jian-Ming Li, Shuhua Wang, Rohan Dhamsania, Michael Brandon Ware, Mohammad Y. Zaidi, Jingru Zhu, Maria Cardenas, Yuan Liu, Sanjeev Gumber, Brian Robinson, Anish Sen-Majumdar, Hanwen Zhang, Shanmuganathan Chandrakasan, Haydn Kissick, Alan B. Frey, Susan N. Thomas, Bassel F. El-Rayes, Gregory B. Lesinski, Edmund K. Waller

**Keywords:** Cancer immunotherapy, Pancreatic cancer, Immunotherapy, Lymphocyte activation

## Abstract

A paucity of effector T cells within tumors renders pancreatic ductal adenocarcinoma (PDAC) resistant to immune checkpoint therapies. While several under-development approaches target immune-suppressive cells in the tumor microenvironment, there is less focus on improving T cell function. Here we show that inhibiting vasoactive intestinal peptide receptor (VIP-R) signaling enhances anti-tumor immunity in murine PDAC models. In silico data mining and immunohistochemistry analysis of primary tumors indicate overexpression of the neuropeptide vasoactive intestinal peptide (VIP) in human PDAC tumors. Elevated VIP levels are also present in PDAC patient plasma and supernatants of cultured PDAC cells. Furthermore, T cells up-regulate VIP receptors after activation, identifying the VIP signaling pathway as a potential target to enhance T cell function. In mouse PDAC models, VIP-R antagonist peptides synergize with anti-PD-1 antibody treatment in improving T cell recruitment into the tumors, activation of tumor-antigen-specific T cells, and inhibition of T cell exhaustion. In contrast to the limited single-agent activity of anti-PD1 antibodies or VIP-R antagonist peptides, combining both therapies eliminate tumors in up to 40% of animals. Furthermore, tumor-free mice resist tumor re-challenge, indicating anti-cancer immunological memory generation. VIP-R signaling thus represents a tumor-protective immune-modulatory pathway that is targetable in PDAC.

## Abstract (web summary)

Poor antitumor response of pancreatic cancer to immunotherapies is a major barrier to effective disease management. Herein we show that pancreatic cancers overexpress vasoactive intestinal peptide, and pharmacological inhibition of its signaling significantly enhances responsiveness of pancreatic ductal adenocarcinoma to immune checkpoint therapy, thus improving overall survival in mouse models.

## Introduction

Unlike many solid tumor malignancies, pancreatic ductal adenocarcinoma (PDAC) is generally unresponsive to immune checkpoint blockade (ICB) therapies that target molecules such as programmed death-1 (PD-1), programmed death-ligand 1 (PD-L1) or cytotoxic T lymphocyte antigen-4 (CTLA-4)^1,2^. Therapeutic resistance of PDAC to ICB is thought to be partly due to low tumor mutational burden, with the exception of the very small fraction of PDCA patients with tumors that have high microsatellite instability^3^. In addition, the tumor microenvironment (TME) in PDAC is characterized by cancer-associated fibroblasts (CAF) that secrete immunosuppressive proteins and metabolites, abundant regulatory T cells (Tregs), immunosuppressive tumor-associated macrophages (TAMs) and dendritic cells, and limited numbers of functional T cells^4–6^. While several clinical strategies target immunosuppressive cells in several cancers, there is limited improvement in the clinical management of PDAC over the past few years^7^. Recently, results from preclinical and translational clinical studies show that the combination of treatment with agnostic CD40 antibody and gemcitabine/nab-paclitaxel can induce potent immune-mediated control of PDAC^8–10^ but these promising preclinical results are not recapitulated in an early phase clinical trial^11^.

VIP is a 28-amino acid long neuropeptide present in the brain, pancreas, colon and lung^12^. Overexpression of VIP and its receptors is previously reported in breast, prostate, and lung cancers, wherein VIP promotes growth and metastasis of tumors^13–17^. Immune cells including T cells have VIP receptors that are upregulated upon T cell activation and respond to VIP receptor signaling by inhibiting activation and proliferation as well as promoting the generation of Tregs and Th2 cells^18–20^. We previously report that inhibition of VIP-R signaling by treating mice with a VIP-R antagonist improves T cell-dependent antitumor response in preclinical models of acute leukemia^21,22^, and augments adaptive anti-viral immunity^23,24^, observations that lead us to explore whether VIP-R antagonists enhance T cell responses in solid tumor cancer models^25^.

Here we hypothesize that paracrine production of VIP production by tumor cells within the PDAC TME functions like an immune checkpoint pathway that limits the antitumor activity of VIP-receptor-expressing T cells and that inhibiting VIP receptor signaling improves T cell-dependent responses to immune checkpoint therapy and survival in preclinical models of PDAC. We investigate these concepts by treating tumor-bearing mice with potent VIP-R antagonists and show that the combination of VIP-R antagonist and anti-PD-1 antibody therapy synergistically enhances activation, decreases exhaustion and recruits tumor-infiltrating T cells in murine PDAC (TIL). Furthermore, combination drug therapy decreases tumor growth rates and results in the complete regression of tumors in a fraction of animals. Reversing VIP-mediated immune suppression of T cells following once-daily administration of a VIP-receptor antagonist suggests broad applications in treating solid tumors and hematological malignancies. Conservation of VIP peptide sequences across species and the activity of VIP-R antagonists in potentiating human T cell activation supports potential clinical translation.

## Results

### VIP is overexpressed in human and murine pancreatic cancer

Expression levels of VIP mRNA across different human tumors were compared using the Cancer Genome Atlas (TCGA). Pancreatic and gastrointestinal cancers had the highest VIP mRNA expression when compared to other solid tumor malignancies (Fig. 1a). Immunofluorescence (IF) staining of human PDAC tumors showed increased expression of VIP in pancreatic ductal carcinoma cells with co-expression of cytokeratin-19 (CK19) when compared to adjacent normal tissues (Fig. 1b, Supplementary Fig. 1a). Additionally, analysis of culture supernatants obtained from human and murine PDAC cell lines showed that most PDAC cell lines secrete VIP (Fig. 1c). On the other hand, supernatants from murine melanoma cell lines B16F10 and D4M had low to undetectable VIP (Fig. 1c). The potential for tumor-secreted VIP to have systemic effects on the immune system is supported by the observation that immunocompetent C57BL/6 mice implanted with murine PDAC tumors had significantly elevated levels of plasma VIP when compared to mice with comparable tumor volumes of B16F10 melanoma (Fig. 1d). These findings are in accordance with the human VIP mRNA expression data in which melanoma had low expression of VIP, while PDAC had high levels of VIP mRNA. Similarly, human PDAC patients with pancreatic cancer had significantly higher plasma VIP levels than healthy volunteers (Fig. 1e), suggesting that plasma VIP is a potential biomarker for PDAC. Corroborating this hypothesis, plasma VIP increased linearly with increased volume of KPC-Luc tumors in mice (Fig. 1f).

**Fig. 1:**
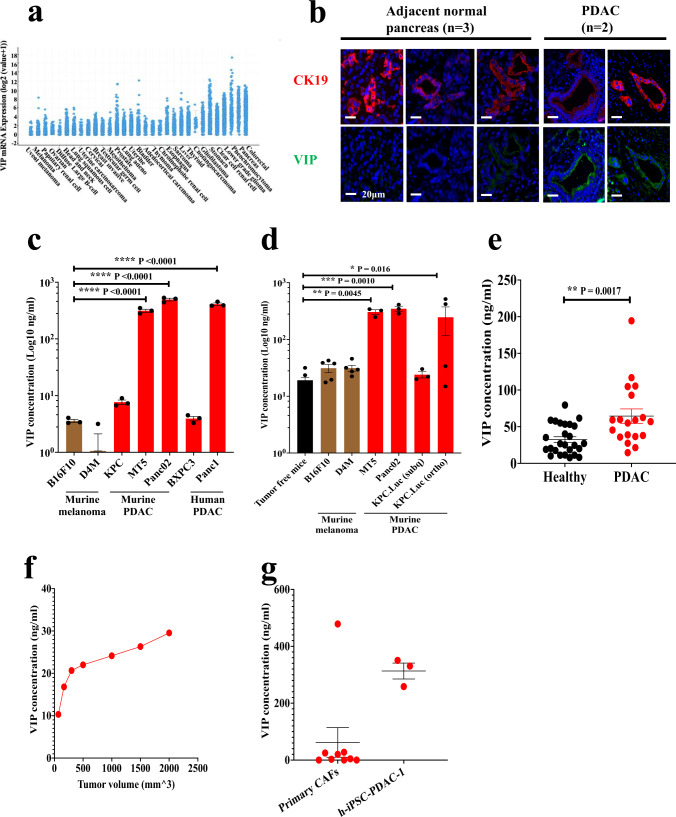
VIP is overexpressed by PDAC. **a** VIP mRNA expression levels in various solid malignancies, as obtained from TCGA. **b** Representative images of human PDAC tumors stained with antibodies to VIP (green) and CK19 (red), show higher VIP expression in cancer epithelial cells compared to adjacent normal epithelial cells. Scale bars represent 20μm. Staining of adjacent tissue and PDAC tissue were done in parallel and imaged on the same day. The experiment was performed once. Levels of VIP in (**c**) culture supernatants collected from murine and human PDAC cell lines cultured for 24 h (*n* = 3 per cell line) were compared to culture supernatants from B16F10 and D4M melanoma cells. **d** the plasma of mice bearing melanoma or PDAC tumors (*n* = 5) compared to plasma of non-tumor-bearing mice; (**e**) plasma of PDAC patients (*n* = 19) compared to that from healthy volunteers (*n* = 26); (**f**) plasma from one C57BL/6 mouse bearing a subcutaneous KPC.Luc tumor bled at different times during tumor growth; and (**g**) culture supernatants from primary CAFs isolated from human PDAC tumors (*n* = 9) and PSCL-12 cell line (*n* = 3). *p* values shown in panels (**c**, **d**) were calculated using one-way ANOVA and Dunnett’s post-hoc test, where the means were compared to B16F10 or tumor-free mice respectively. *p* values in e were calculated by a two-tailed student *t*-test. Error bars show mean ± SEM. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

Intriguingly, orthotopic implantation of KPC-Luc cells resulted in higher plasma levels of VIP than both culture supernatants of KPC-Luc and plasma from mice with subcutaneous KPC-Luc tumors, suggesting that the desmoplastic TME created in the orthotopic model contributes to higher blood VIP levels (Fig. 1d). In support of this, supernatants from primary CAFs from PDAC patients and that from h-iPSC-PDAC-1, a human pancreatic CAF cell line, secreted high levels of VIP (Fig. 1g). These data confirm expression of high levels of VIP by tumor cells and stromal cells within the TME of human and murine PDAC.

### Inhibiting VIP-R signaling promoted T cell activation while decreasing exhaustion in vitro

Expression of VIP by PDAC and the TME suggested that VIP may function as a paracrine and/or autocrine factor for cancer cell survival. Human PDAC tissues express both VPAC1 and VPAC2^26–28^, the two VIP receptors. Additionally, we confirmed VPAC1 and VPAC2 expression in both murine and human PDAC cell lines via western blot (Supplementary Fig. 1b–d). Thus, to test the autocrine effect of VIP made by tumor cells on VIP- receptor expressing tumor cells, we first evaluated whether inhibiting VIP-R signaling affects the growth of PDAC cells in vitro. For these and subsequent studies we used peptide VIP-R antagonists predicted to have greater receptor affinity to human VPAC1 and VPAC2 than VIPhyb based upon in silico modeling. Treatment of PDAC cells with increasing concentrations of ANT008 did not affect viability of PDAC cell lines in vitro, except a transient effect in MT5 (Supplementary Fig. 2a). Notably, growth of KPC-Luc, Panc02, Capan02 and BxPC3 was not affected by addition of VIP-R antagonists (Supplementary Fig. 2a). To test whether VIP produced by PDAC might have an autocrine effect on PDAC growth through VIP-R, we knocked out VPAC2 from the PDAC cell line Panc02 (Supplementary Fig. 2b-d). VPAC2-knockout Panc02 cells had similar growth rates in vitro compared to the wild-type parenteral cell line (Supplementary Fig. 2e). Treatment of VPAC2 knockout or wild-type Panc02 cells with the VIP-R antagonist ANT308 did not inhibit in vitro growth (Supplementary Fig. 2f). VPAC2 KO cells had a slight in vivo growth delay as compared to wild-type cells (Supplementary Fig. 2g) and improved survival (Supplementary Fig. 2h), suggesting possible indirect effects on tumor growth impacted by VIP signaling through the VPAC2 receptor in the Panc02 cell line.

We have previously reported that inhibiting VIP-R signaling with VIPhyb decreases phosphorylation of CREB (phospho-CREB) and enhances T cell proliferation^21^. Here, we evaluated the effect of ANT008 or ANT308 on downstream phospho-CREB signaling leading to higher T cell activation and proliferation. Human T cells activated with anti-CD3 antibody upregulated VPAC1 and VPAC2 expression within 48 h of activation (Fig. 2a, b), with kinetics that are slightly delayed relative to that of PD-1 and CTLA-4, two immune checkpoint molecules targetable with FDA-approved drugs^29^ (Fig. 2a, c). To determine the effect of VIP-R antagonists on T cell activation, we measured CD69 expression after treatment with scrambled-VIP-sequence control peptide (Scram), ANT008, or ANT308 using the gating strategy shown in Supplementary Fig. 3. Interestingly inhibiting VIP-R signaling with the addition of VIP-R antagonists significantly increased CD69 expression (Fig. 2d). Notably, ANT308, which has higher predicted binding affinity to VPAC1 and VPAC2 compared to ANT008, significantly increased levels of CD69 in both CD4 and CD8 human T cells (Fig. 2d). Similarly, addition of ANT308 to the cultures more potently inhibited activation-induced phosphorylation of CREB and increased T cell activation^21^, when compared to treatment with a control scrambled peptide sequence (Fig. 2e, Supplementary Fig. 4).

**Fig. 2:**
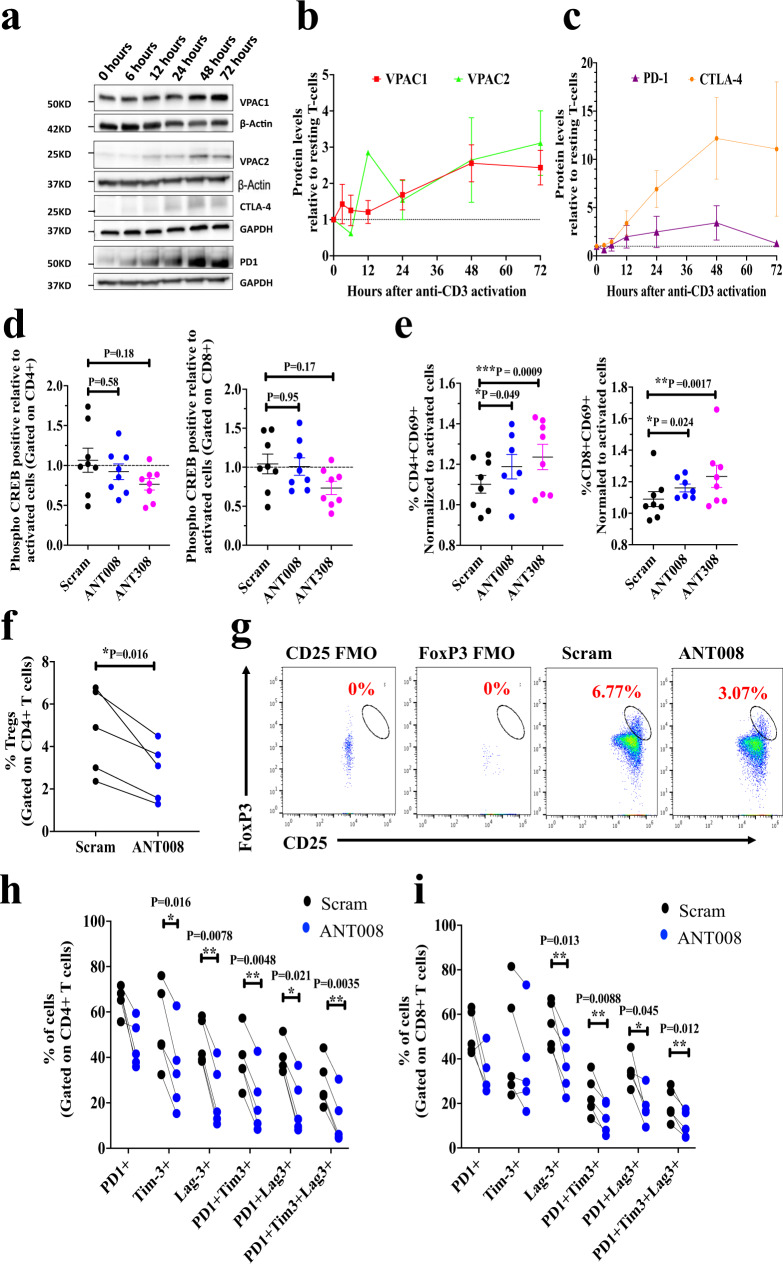
Inhibition of VIP-R signaling decreases T cell exhaustion in ex vivo human T cell cultures. **a** Representative western blot. The experiment was repeated two times with similar results. **b** quantified expression levels of VPAC1 (*n* = 5) and VPAC2 (*n* = 4 biologically independent samples); and (**c**) PD-1 (*n* = 2 biologically independent samples) and CTLA-4 (*n* = 5 biologically independent samples) in lysates of healthy human T cells expanded with plate-bound human anti-CD3 antibodies for 0, 3, 6, 12, 24, 48 and 72 h. Percentage of (**d**) phosphorylation of CREB (phospho-CREB) downstream of VPAC1/2 receptor at 6 h (*n* = 8 biologically independent samples) and (**e**) CD69 expression at 24 h post activation in CD4+ and CD8+ T cells normalized to levels in control with no peptide (*n* = 8 biologically independent samples). PDAC patient peripheral blood T cells (*n* = 5 biologically independent samples) were expanded for 9 days with plate-bound human anti-CD3 antibodies ± ANT008 and the (**f**) percentage of Tregs was quantified using the (**g**) gating strategy shown. Percentage of PD1^+^, Tim-3+, Lag3+ PD1+, Tim-3+, PD1+ Lag3+ and PD1+ Tim-3^+^Lag-3^+^(triple positive) in (**h**) CD4+ and (**i**) CD8+ subsets is shown. Statistical differences shown in panels (**d**, **e**) were calculated via mixed effects ANOVA followed by Dunnett’s post-test where each sample in the treatment group was compared to the matched sample in the control group (scrambled peptide treated). Statistical differences in panels (**f**), (**h**), (**i**) were calculated via two-tailed paired student *T*-test. Error bars show mean ± SEM. *p < 0.05, **p < 0.01 and ***p < 0.001.

We next investigated the effect of VIP-R antagonist on ex vivo expansion of human T cells isolated from PDAC patient peripheral blood. Interestingly, in vitro treatment with ANT008 significantly decreased the proportion of human Tregs (CD4^+^ CD25^+^ FoxP3^+^) assessed after 9 days of T cell expansion (Fig. 2f, g). Additionally, ANT008 also significantly decreased T cells with an “exhausted” phenotype, as measured by the proportion of T cells co-expressing PD1 and Tim-3 or PD1 and Lag-3 or PD1, Tim-3 and Lag-3 in both CD4^+^ and CD8^+^ T cell subsets^30–32^ (Fig. 2h, i, Supplementary Fig. 5).

### Antitumor effects of combined blockade of VIP receptor with anti-PD-1 inhibition is T cell-dependent in murine PDAC

To evaluate the effect of VIP-R-mediated signaling inhibition on the growth of PDAC tumors in vivo, we implanted three different murine PDAC tumors (KPC-Luc, MT5 and Panc02) in syngeneic immunocompetent C57BL/6 mice. After tumors were palpable, mice were randomly allocated to treatment with VIP-R antagonists and/or anti-PD-1 monoclonal antibody. VIP-R antagonist treatment in MT5 cells produced a modest decrease in growth in vitro (Supplementary Fig. 6a), and mice bearing MT5 tumors had significantly improved survival and decreased tumor burden following monotherapy with VIP-R antagonist (Fig. 3a and Supplementary Fig. 6a), suggesting direct inhibition of autocrine signaling of VIP through VIP-R on MT5. In all mice bearing either MT5, KPC-Luc, or Panc02 tumors, the combination of VIP-R antagonist with anti-PD-1 significantly decreased tumor burden (Supplementary Fig. 6a–c) and improved survival when compared to mice treated with scrambled peptide and isotype matched IgG (Fig. 3a, b). Notably in all three tumor models, combination therapy resulted in tumor eradication in a significant proportion of mice (40% in KPC and MT5 tumor-bearing mice and 30% in mice with Panc02 tumors) with no difference in outcome by sex of the mice (Supplementary Fig. 6d, e). In addition to the antitumor efficacy, the safety of VIP-R antagonists in immunologically naïve mice was confirmed (Supplementary Fig. 7a–g). Specifically, daily subcutaneous administration of ANT008 or ANT308 at the same dose and frequency as used in the anti-cancer treatment protocol did not affect the overall survival, activity levels or weight of mice (Supplementary Fig. 7a). Analysis of blood samples showed a modest decrease in total leukocytes with treatment (Supplementary Fig. S7b), while analysis of splenocytes did not show any significant differences in frequencies of T, B, NK, dendritic cells (DC), or myeloid-derived suppressor cells (MDSC) (Supplementary Fig. 7b). Furthermore, H&E staining of sections of colon and lung tissue in ANT008- and ANT308-treated mice did not show lymphocytic infiltrates or histopathology to suggest auto-immunity (Supplementary Fig. 7c, d).

**Fig. 3:**
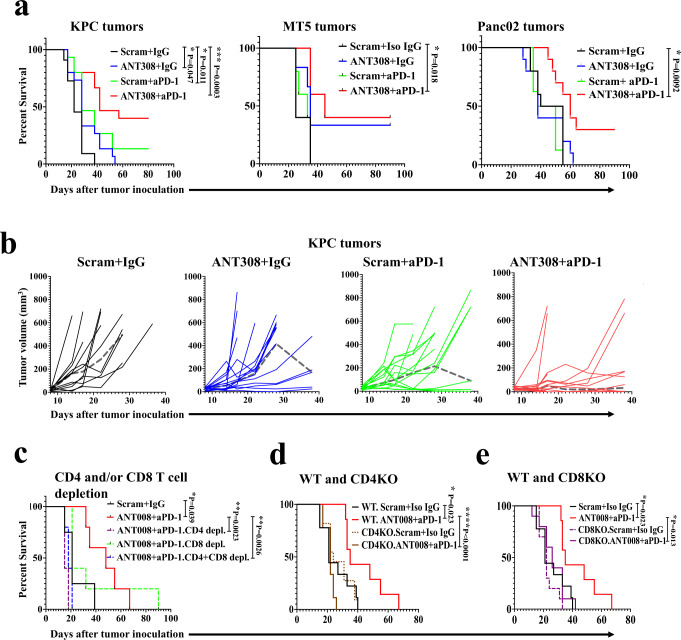
Improved survival in PDAC-bearing mice treated with the combination of VIP-R antagonists and anti-PD-1 is T cell-dependent. **a** Kaplan–Meier survival plots of C57BL/6 mice with subcutaneously implanted KPC.Luc, MT5 or Panc02 tumors are stratified by treatment. Both male and females were used in equal proportions for experiments utilizing subcutaneous implantation of KPC-Luc cancer cells. Female mice were used for experiments involving subcutaneosu implantation of MT5 and Panc02 cancer cell lines. **b** Spider plots for KPC.Luc corresponds to results in panel (**a**) as measured by Vernier calipers following subcutaneous tumor implantation in 4 different treatment groups. Median tumor volumes are represented as a dashed gray line (┉). In panels (**a**, **b**), tumor cells were implanted in female or male mice with females receiving 10 ug ANT308 and males receiving 20 µg of ANT308 due to higher male mice body weight compared to female mice. Kaplan–Meier survival plots of (**c**) C57BL/6 mice receiving monoclonal CD4 and/or CD8 monoclonal antibodies (**d**) CD4KO or (**e**) CD8KO mice compared to wild-type CD57BL/6 mice with subcutaneously implanted KPC.Luc tumors, stratified by treatment. Statistical differences for Kaplan–Meier curves are calculated via Log-rank test. *p < 0.05, **p < 0.01 and ***p < 0.001, ****p < 0.0001.

We next asked whether the enhanced survival in KPC-Luc tumors treated with VIP-R antagonist and anti-PD-1 is T cell-dependent. The enhanced survival seen with VIP-R antagonist and anti-PD-1 combination therapy was abrogated by depletion of either CD4^+^ T cells, or CD8^+^ T cells (Fig. 3c). Combination therapy failed to improve survival in both CD4^−/−^ and CD8^−/−^ tumor-bearing mice (Fig. 3d, e, respectively) indicating the enhanced antitumor response seen with the combination therapy is both CD4^+^ and CD8^+^ T cell-dependent.

### Increased T cell activation in tumors of mice treated with a combination of VIP-R antagonist and anti-PD-1

To investigate whether inhibiting VIP-R signaling promotes T cell activation in vivo, we analyzed tumor-infiltrating T cells in subcutaneous KPC-Luc tumors for differences in activation markers. While there were no differences in the proportions of Ki67-, IFN-γ− or IL-4-expessing CD4^+^ or CD8^+^ T cells, monotherapy with ANT008 or anti-PD-1 significantly altered the levels of PD-1- and/or Tim-3-expressing T cells. ANT008 monotherapy increased levels of PD-1^+^ Tim-3^−^ T cells in CD4^+^ and CD8^+^ T cell subsets, suggesting enhanced activation of Tscm (Fig. 4a, b). On the other hand, anti-PD-1 monotherapy increased the frequency of PD-1^+^ Tim-3^+^ CD4^+^ T cells, consistent with T cell exhaustion^30^ (Fig. 4a, b). Furthermore, ANT008 or anti-PD-1 monotherapy, as well as combination therapy, significantly decreased the frequency of Tregs within the PDAC tumors (Fig. 4c, d). These findings are in accordance with the effects of VIP-R antagonist on T regs in vitro (Fig. 2f). 

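T cells were isolated with CD90.2 magnetic beads from subcutaneous KPC.Luc tumors, which grow from a mouse pancreatic ductal adenocarcinoma line, and their RNA was hybridized to the nCounter Metabolic Pathways panel. The nCounter instrument counts fluorescent barcodes bound to single RNA molecules without amplification, and each mouse occupies 1 lane. Mice received 10 µg of scrambled peptide or of ANT008, a peptide antagonist of the VIP receptors, together with 200 µg of isotype IgG or anti-PD-1, over 10 days of treatment. There were 3 mice in each of the 4 groups, Scram+IgG, ANT008+IgG, Scram+aPD-1 and ANT008+aPD-1, and 12 lanes in all. The authors deposited the raw counts of the endogenous genes of the panel, 20 housekeeping genes, 8 negative and 6 positive control probes, without background subtraction or normalization. The paper's text names neither a normalization nor a test for these counts.
The total count of the endogenous genes was 1388586, 256703 and 1486646 in the Scram+IgG mice numbered 1 to 3. It was 1357305, 202511 and 100293 with ANT008+IgG and 1480466, 664792 and 93480 with Scram+aPD-1. With ANT008+aPD-1 the totals were 5776, 268678 and 24813, the lowest median of the 4 groups. The background of a lane was set at the mean plus 2 SD of its 8 negative control probes, which came to between 9.94 and 28.2 counts. Above that background were 156, 580 and 357 endogenous genes in the 3 ANT008+aPD-1 lanes and between 517 and 648 in each of the other lanes. The 6 positive control probes summed to 38026, 41909 and 55764 in the ANT008+aPD-1 lanes and to 15597, 56747 and 21586 in the Scram+IgG lanes. A mark reading FLAG, with no reason given, stood over the lanes of Scram+IgG mouse 1 and ANT008+IgG mouse 1. These lanes had the lowest totals of the positive control probes, 15597 and 14226, and the highest backgrounds, 27.4 and 28.2 counts.
Lanes were scaled by the geometric mean of the housekeeping genes above background in all 12 lanes, which were Dnajc14, Oaz1 and Ubb. Their counts in ANT008+aPD-1 mouse 1 were 12, 35 and 63, where the background was 9.94, so its size rests on few counts. These genes did not keep the same proportions between lanes. Dnajc14 and Oaz1 were counted 43 and 53 times in ANT008+aPD-1 mouse 3 but 1288 and 9364 times in Scram+IgG mouse 1. The resulting size of a lane, relative to the geometric mean of the lanes, was 0.0277, 1.27 and 0.0831 with ANT008+aPD-1 and 6.15, 1.05 and 6.39 with Scram+IgG. A count at the background of the ANT008+aPD-1 lanes therefore becomes a scaled count of 358, 13.8 and 149, against 4.45, 15.5 and 3.81 in the Scram+IgG lanes. The 640 endogenous genes above background in at least 3 lanes were tested with edgeR's quasi-likelihood test in 1 fit of all 12 lanes, with Benjamini-Hochberg adjustment. For pairs of lanes of the same group, the chi-square statistic of their counts over genes was between 3.1 and 355 times its degrees of freedom, lowest for ANT008+aPD-1 mice 1 and 3. Counting noise alone would give about 1, but lanes of unequal depth and background exceed it too, so this does not show that the lanes are separate libraries.

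**Figure D1:**
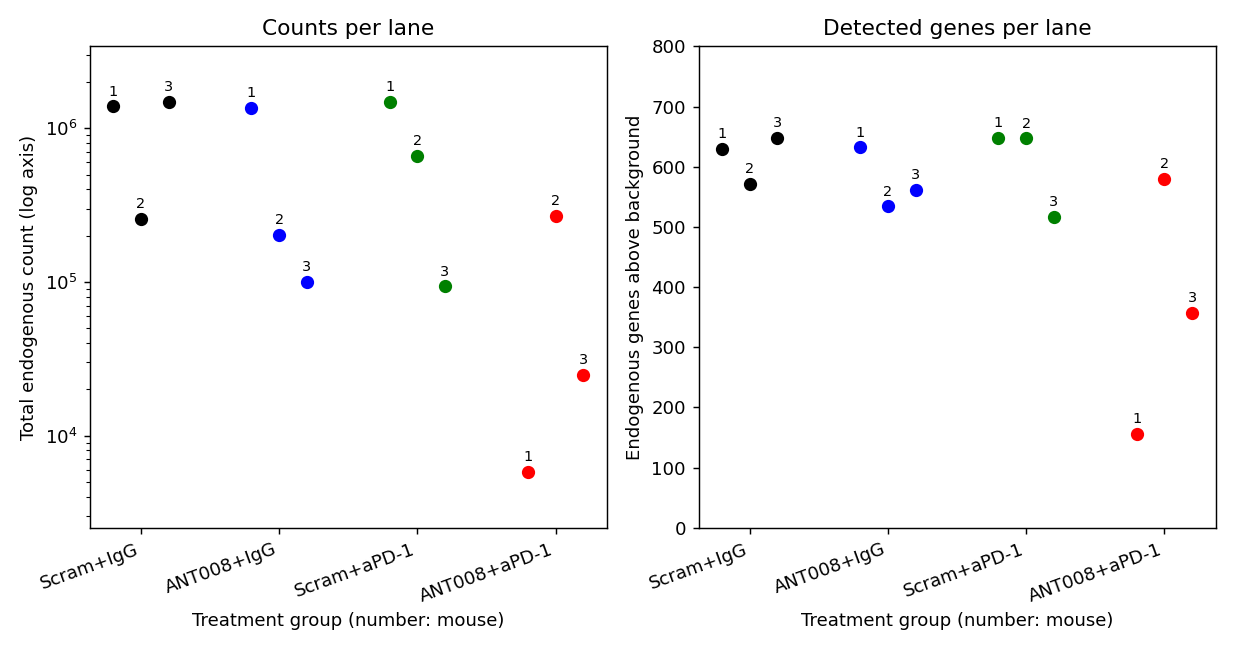
Total endogenous count per lane on a log axis (left) and number of endogenous genes above the background of the lane (right), 1 point per mouse, numbered by mouse, in the 4 treatment groups. ANT008+aPD-1 mice 1 and 3 lie lowest in both plots, at 5776 and 24813 counts and at 156 and 357 genes.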

We further confirmed the effect of ANT008 and anti-PD-1 on T cell activation by analyzing mRNA expression in TIL with Nanostring. While there were no genes significantly upregulated in TIL from mice treated with single-agent ANT008 (Fig. 4e) or anti-PD-1 (Fig. 4f), combination therapy significantly upregulated expression of genes associated with TCR activation and co-stimulation (>4-fold change, FDR < 0.1) (Fig. 4g). 

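In the comparison of ANT008+IgG with Scram+IgG, 0 of the 640 tested genes were higher at an FDR below 0.1, and 3 genes had an unadjusted p below 0.05. With Scram+aPD-1 there were also 0 genes, and 7 had an unadjusted p below 0.05. With ANT008+aPD-1, 0 genes were higher and 0 were lower at an FDR below 0.1. Of the 82 genes with an unadjusted p below 0.05 in that comparison, 60 were higher and 22 lower, and 34 of the 60 rose more than 4-fold. The smallest FDR was 0.242 with ANT008+aPD-1, 0.999 with ANT008+IgG and 0.988 with Scram+aPD-1. Limma's voom with sample weights moved the count most, to 135 genes higher with ANT008+aPD-1, 87 of them more than 4-fold, and to 37 with ANT008+IgG and 93 with Scram+aPD-1. The median log2 fold change of the tested genes was 0.12 with ANT008+aPD-1, and scaling the lanes by the positive control probes in place of the housekeeping genes moved it to -4.37.
All 18 genes associated with TCR activation and co-stimulation in Fig. 4g and 4h had a log2 fold change above 0 with ANT008+aPD-1, from 0.47 to 2.93 with a median of 1.23, while all 18, like all other tested genes, were lower with the lanes scaled by the positive control probes or not scaled. The rise was more than 4-fold for 2 of them. Over all tested genes their FDR was between 0.309 and 0.860, and adjusted over the 18 genes alone, a list taken from the paper's own figure of these data, 5 fell below 0.1. With ANT008+IgG 11 of the 18 genes were higher than with Scram+IgG and with Scram+aPD-1 15 were, with medians of 0.02 and 0.25. The direct comparison of ANT008+aPD-1 with each single agent gave 0 genes at an FDR below 0.1, with 50 genes at an unadjusted p below 0.05 against ANT008+IgG and 40 against Scram+aPD-1. The interaction of the 2 agents gave 0 genes as well, and 9 at an unadjusted p below 0.05. The paper reports a significant rise of genes of TCR activation and co-stimulation with the combination (Fig. 4g), and no significantly upregulated gene with either single agent (Fig. 4e and 4f).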

Notably, several markers of T cell activation and co-stimulation such as CD27, CD28, CD247, ICOS, TIGIT and CTLA4, were upregulated in the combination group. 

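Cd28 had a log2 fold change of 2.13 between ANT008+aPD-1 and Scram+IgG (standard error 0.62, FDR = 0.309 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its housekeeping-scaled count was 1017 ± 383 (SD, n = 3 mice) with ANT008+aPD-1 and 231 ± 145 (SD, n = 3) with Scram+IgG. Every ANT008+aPD-1 mouse lay above every Scram+IgG mouse for Cd28 (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). Its probe covers 100 bases of the transcript NM_007642.4. The log2 fold change was 1.83 for Ctla4 (standard error 0.71, FDR = 0.337), 1.44 for Cd247 (standard error 0.63, FDR = 0.375) and 1.28 for Icos (standard error 0.75, FDR = 0.468). For Cd27 it was 0.93 (FDR = 0.617) and for Tigit 0.91 (FDR = 0.659). For each of these genes other than Cd28 the mice of the 2 groups overlapped.
For Icos and Tigit, Scram+IgG mouse 1 stood apart from the other Scram+IgG mice. The raw counts of Icos were 1781, 40 and 332 in the 3 Scram+IgG mice and 9, 465 and 19 in the 3 ANT008+aPD-1 mice. For Tigit they were 1521, 28 and 245 against 8, 240 and 12. In ANT008+aPD-1 mouse 1 the counts of Icos, Tigit and Cd27 did not exceed the background of the lane, and in mouse 3 that of Tigit did not. Without Scram+IgG mouse 1, the log2 fold change of Icos was 2.77 and its FDR 0.0347. Without Scram+IgG mouse 2 these were 0.86 and 0.791.

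**Figure D2:**
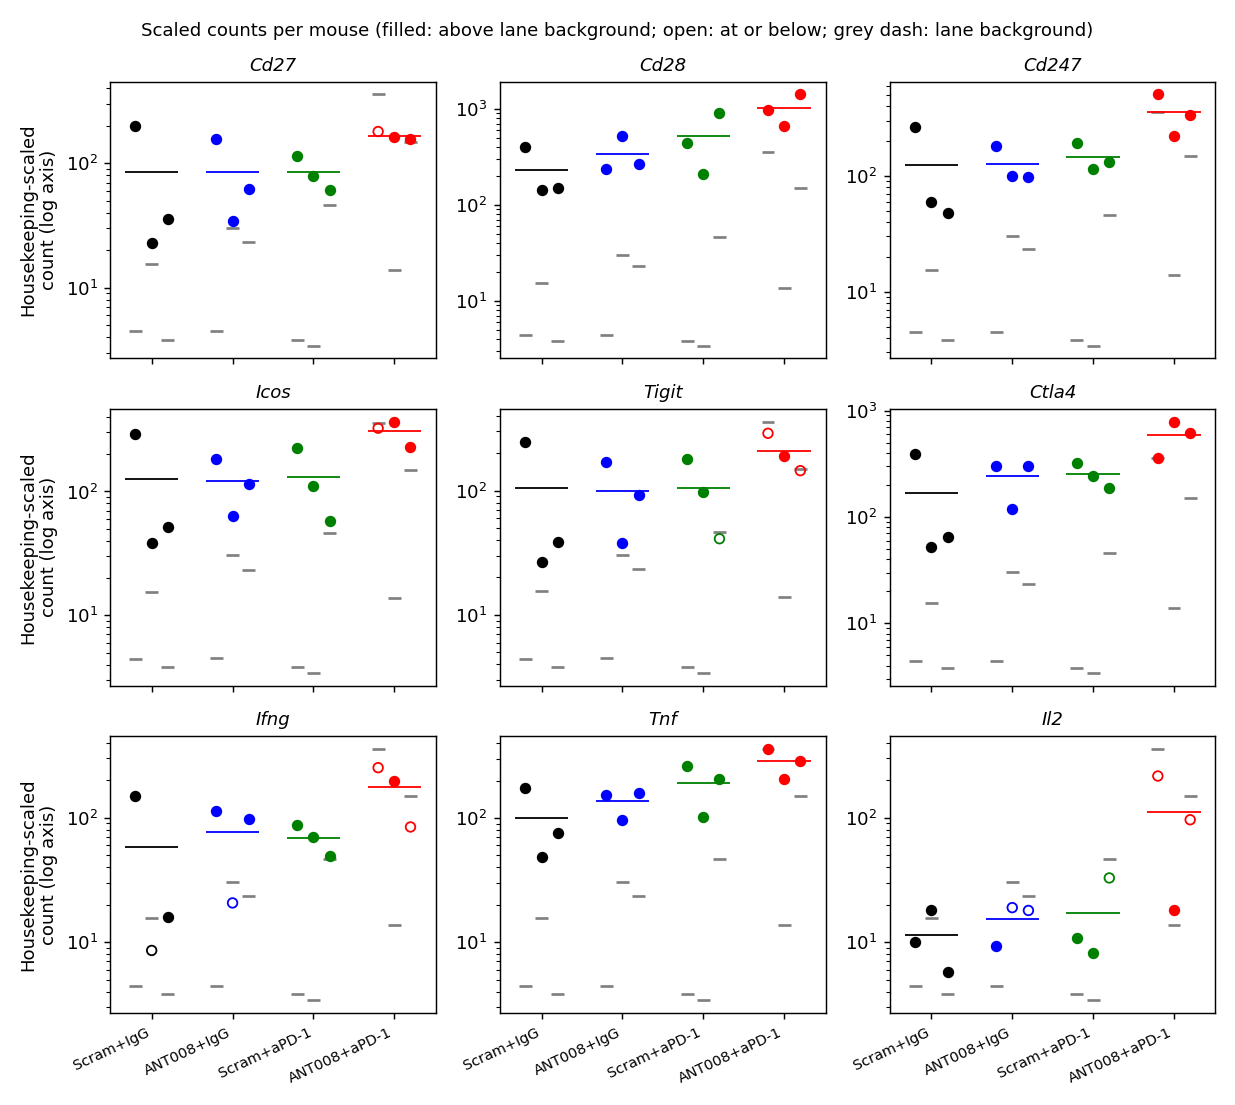
Housekeeping-scaled counts (log axis) of 9 genes in each of the 3 mice per treatment group. Filled points are counts above the background of the lane and open points are not, grey dashes mark that background after scaling and horizontal lines are group means. For Cd28 the 3 ANT008+aPD-1 mice lie above the 3 Scram+IgG mice, while for Icos, Tigit and Ctla4 Scram+IgG mouse 1 lies far above the other Scram+IgG mice.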

Cytokines such as IFN-γ, TNF-α and IL2, that are expressed by activated T cells were also expressed at significantly higher levels in TIL from the combination group (Fig. 4h). 

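Tnf had a scaled count of 285 ± 77.7 (SD, n = 3 mice) with ANT008+aPD-1 and 99.5 ± 66.4 (SD, n = 3) with Scram+IgG, a log2 fold change of 1.44 (standard error 0.52, FDR = 0.323 from edgeR's quasi-likelihood test). For Ifng the log2 fold change was 1.55 (standard error 0.95, FDR = 0.473), and for Il2 it was 2.93 (standard error 0.92, FDR = 0.309). The 2 groups did not overlap for Tnf and Il2 (exact permutation p = 0.1) and overlapped for Ifng (exact permutation p = 0.2).
The counts behind Il2 were small in all 3 ANT008+aPD-1 lanes, and those behind Ifng in the lanes of mice 1 and 3. Il2 was counted 6, 23 and 8 times in those 3 lanes, where the background was 9.94, 17.5 and 12.4 counts, and 62, 19 and 37 times in the Scram+IgG lanes. Ifng was counted 7, 250 and 7 times with ANT008+aPD-1 and 913, 9 and 102 times with Scram+IgG. Both genes exceeded the background in 1 of the 3 ANT008+aPD-1 lanes, and their scaled counts in the other two lanes did not exceed the scaled background. In the single lane above background, ANT008+aPD-1 mouse 2, the scaled count of Il2 was 18.1, against 10.1, 18.1 and 5.79 in the Scram+IgG mice. In the same lane the scaled count of Ifng was 197, above the 148, 8.57 and 16.0 of the Scram+IgG mice. Tnf exceeded the background in all 3 ANT008+aPD-1 lanes, with counts of 10, 260 and 24, the first of them barely. After subtraction of the mean of the negative control probes, the log2 fold change was 1.35 for Il2 (FDR = 0.497), 1.05 for Ifng (FDR = 0.767) and 1.20 for Tnf (FDR = 0.445, edgeR).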

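A score of TCR activation and co-stimulation was computed from the 13 genes of Fig. 4h (Icos, Tigit, Ctla4, Cd3g, Cd8b1, Cd3e, Cd247, Lck, Cd28, Pdcd1lg2, Cd3d, Ptprc and Cd27) as the first principal component of their standardized log2(scaled count + 1) values, signed so that it rises with their mean. This component held 80.0% of the variance of the 13 genes over the 12 mice. The paper's text does not define its pathway score. The score was 3.32 ± 0.62 (SD, n = 3 mice) with ANT008+aPD-1, -0.21 ± 1.80 with Scram+aPD-1, -0.89 ± 2.04 with ANT008+IgG and -2.22 ± 4.92 with Scram+IgG. The single values were 3.51, 2.63 and 3.83 in the ANT008+aPD-1 mice and 3.45, -5.39 and -4.72 in the Scram+IgG mice, so that Scram+IgG mouse 1 lay within the ANT008+aPD-1 group. The difference of 5.54 between these 2 groups had p = 0.117 in an exact permutation test over all arrangements of the 12 mice among the 4 groups (two-sided, largest of the 3 standardized differences from Scram+IgG, the permutation form of Dunnett's comparison). Permuting only the 6 mice of the 2 groups gave an exact p of 0.2, where 0.1 is the smallest possible. For ANT008+IgG and Scram+aPD-1 the same permutation of the 12 mice gave p = 0.886 and p = 0.706. Permuting the mice only within replicate numbers, an alternative set before the data were examined, gave an exact permutation p of 0.0182 for ANT008+aPD-1, 0.852 for ANT008+IgG and 0.655 for Scram+aPD-1. Mouse 1 had the highest score of its group with Scram+IgG, ANT008+IgG and Scram+aPD-1, and mice with the same number are different animals. Without Scram+IgG mouse 1, whose lane carried the FLAG mark, the difference was 8.46 and its exact permutation p 0.00162. Against the remaining Scram+IgG mice the exact permutation p was also below 0.05 for ANT008+IgG (0.0483) and Scram+aPD-1 (0.0229). No fit left out both flagged lanes. With lanes scaled by the positive control probes the difference was -4.12, but every tested gene was lower with that scaling, so the sign is not particular to the 13 genes. In ANT008+aPD-1 mouse 1, Icos, Tigit, Cd3e and Cd27 did not exceed the background of 9.94 counts. Ctla4, Cd8b1, Lck and Pdcd1lg2 were counted 10 times each in that lane. Scaled background thus enters its score and the small SD of its group. After background subtraction the difference in score was 4.74 (exact permutation p = 0.201).
Against the other 627 tested genes, the mean log2 fold change of the 13 genes between ANT008+aPD-1 and Scram+IgG was higher by 0.82, and all 13 lay above the median of the others. Limma's camera test of the 13 genes against the others gave FDR = 7.71e-05 over the 6 contrasts with its default correlation between genes of 0.01. With the correlation of 0.635 estimated from the lanes its unadjusted p was above 0.05. The 13 genes also lay above the others by 0.96 against ANT008+IgG (FDR = 6.13e-05 at the default correlation, limma's camera test), by 0.82 against Scram+aPD-1 (FDR = 0.000156) and by 0.96 in the interaction of the 2 agents (FDR = 0.000937), and for each of them the unadjusted p was above 0.05 at the estimated correlation. Without Scram+IgG mouse 1 the interaction was -0.37. Against Scram+IgG the difference was -0.14 with ANT008+IgG (FDR = 0.368 over the 6 contrasts, limma's camera test) and 0.00 with Scram+aPD-1 (FDR = 0.0723). The FDR was lower for the difference of 0.00 than for that of -0.14, so the camera test does not measure the printed difference in means.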

Overall, the TCR activation and co-stimulatory pathway score was significantly higher in T cells in the tumors of mice treated with combination therapy when compared to control mice treated with scrambled peptide + isotype IgG (Fig. 4i).

**Fig. 4:**
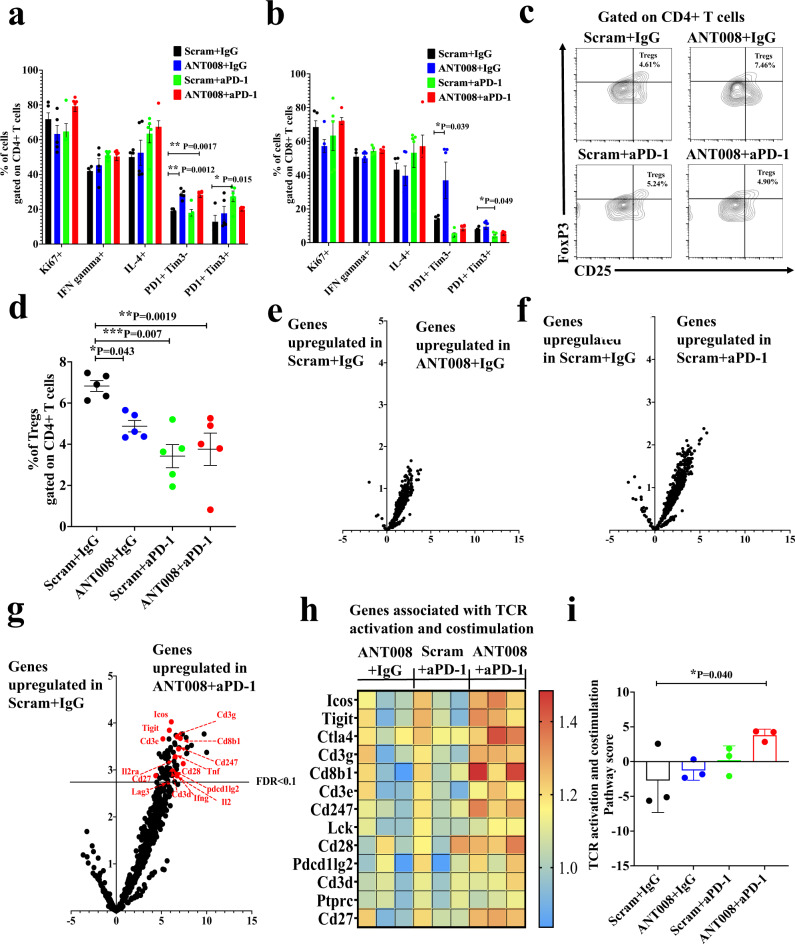
Increased T cell activation and reduced frequency of Tregs in KPC.Luc tumors treated with a combination of VIP-R antagonist and anti-PD-1. Subcutaneous KPC.Luc tumors in female C57BL/6 mice treated with ANT008 and/or anti-PD-1 (*n* = 5 per treatment group), were analyzed via flow cytometry 10 days after treatment for proportion of (**a**) CD4+ and (**b**) CD8+ T cells expressing Ki67, IFN gamma, IL-4, PD-1 and Tim-3. **c** Representative flow plots showing the gating strategy used to quantify CD25+ FoxP3+ Tregs. **d** Percentage of Tregs in tumors of the different treatment groups (*n* = 5 per treatment group). Volcano plot showing differential expression of genes in T cells from (**e**) ANT008 + isotype IgG (IgG) vs scrambled peptide (Scram)  + isotype IgG, (**f**) scrambled peptide + anti-PD-1 vs scrambled peptide + isotype IgG and (**g**) ANT008 + anti-PD-1 vs scrambled peptide + isotype IgG (*n* = 3 mice per treatment group). Horizontal black line represents false discovery rate (FDR) < 0.1. Genes that are associated with TCR activation and co-stimulation and are at levels significantly higher when compared to Scram+ isotype IgG (FDR < 0.1) are labeled in red. **h** Heat map showing gene expression changes in genes associated with TCR activation and co-stimulation. **i** TCR activation and co-stimulation pathway score between the T cells in tumors of mice from the different treatment groups. Statistical differences shown in panels (**a**, **b**, **d**, **i**) were calculated via ANOVA followed by Dunnett’s post-test. Error bars show mean ± SEM *p < 0.05, **p < 0.001, ***p < 0.0001.

### Combination therapy with VIP-R antagonist and anti-PD-1 induces a tumor-specific T cell response and confers protective immunity to tumor re-challenge

We evaluated if combination therapy increased the frequencies of specific T cell clones and/or antigen-specific T cells within the tumor. DNA was extracted from tumors followed by amplification of TCRß genes. Deep sequencing of the TCRß genes showed increased TCR diversity in tumors from the ANT008 and anti-PD-1 treatment groups (*n* = 4) when compared to control-treated mice (scrambled peptide and isotype IgG; *n* = 4) as shown by Shannon’s entropy (Fig. 5a), suggesting more unique TCR responses in the combination group. Upon analyzing the top 50 highest frequency clones in each group, the combination treatment group had the largest numbers of clones shared by at least 2 samples when compared to all other treatment groups (ANT008 and anti-PD-1: 12, scrambled peptide and anti-PD-1: 8, ANT008 and isotype IgG: 6, scrambled peptide and isotype IgG: 6) (Fig. 5b). No significant differences were seen in the frequencies of the shared clones in each treatment group (Fig. 5c).

**Fig. 5:**
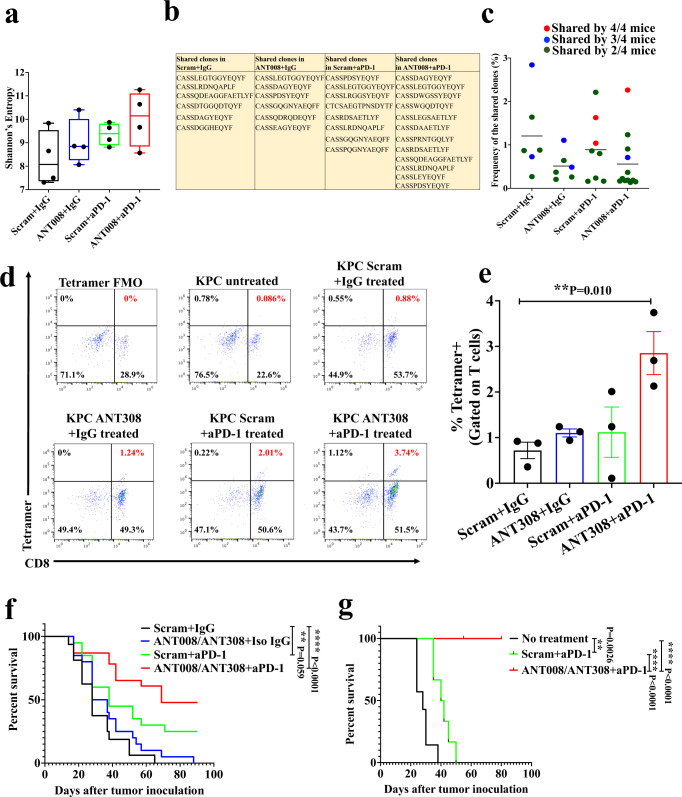
Combination therapy with VIP-R antagonist and anti-PD-1 increased frequency of tetramer+, and CD8+ T cells within the tumor and provide protective immunity to tumor re-challenge. **a** Box and whiskers plot showing minimum to maximum Shannon’s Entropy in T cells of KPC.Luc tumors in each treatment group. The mid-line represents the median value for each group. **b** List showing TCR-ß amino acid sequences shared between samples of each treatment group and (**c**) the frequencies of the shared clones in each treatment group. Sequences are color-coded to represent number of mice per group (*n* = 4) that share the specific TCR-ß clone. CD8+ in subcutaneous KPC.Luc tumors were stained with MuLV p15E-H2Kb tetramer after 10 days of treatment with ANT308 and/or anti-PD-1 (*n* = 3 per treatment group) using the (**d**) gating strategy and (**e**) quantified. **f** Kaplan–Meier survival curves of subcutaneous KPC.Luc bearing mice treated with ANT008/ANT308 and/or anti-PD-1 from day 3-12 after tumor implantation (*n* = 16 per scrambled peptide + isotype IgG, *n* = 20 in ANT008/ANT308 + isotype IgG and in scrambled peptide + anti-PD-1 treatment groups; *n* = 23 in ANT008/ANT308 + anti-PD-1 treatment group). **g** Kaplan–Meier survival curves of tumor-free mice from panel f that were re-challenged with KPC.Luc tumors on the opposite flank (*n* = 6 in scrambled peptide + anti-PD-1 treatment group; *n* = 8 in ANT008/ANT308 + anti-PD-1 treatment group). Immunologically-naïve C57BL/6 mice (with no prior tumor exposure or treatment) were inoculated with tumor cells at the same time of the rechallenge (*n* = 7). Statistical differences shown in panels (**a**, **e**) were calculated via ANOVA followed by Dunnett’s post-test, and in panel **f**, **g** were calculated using Log-rank test. Error bars show mean ± SEM *p < 0.05, **p < 0.01, ****p < 0.0001.

We next investigated whether combination therapy with VIP-R antagonist and anti-PD-1 promotes tumor-specific T cell responses. MuLV p15E is an antigen expressed on KPC.Luc, Panc02 and MC38 tumors^33^ that is considered a tumor-specific antigen due to lack of expression of MuLVp15E in C57BL/6 mice. Antigen-specific CD8^+^ TILs were enumerated with flow cytometry using a MuLV p15E-H2Kb tetramer reagent. We found that when the tumors were analyzed after 10 days of treatment, tumors from ANT308 and anti-PD-1 treated mice had significantly increased frequencies of tetramer^+^ CD8^+^ T cells compared to control treatment tumors (2.85% versus 0.72%, *p* < 0.01; Fig. 5d, e). Together, these data show that combination therapy with VIP-R antagonist promotes tumor-specific T cell responses in KPC.Luc tumors.

The KPC.Luc model has been shown to be partially responsive to single-agent anti-PD1 antibody^34^ and we observed some mice without evident KPC.Luc tumors after single agent anti-PD1 treatment (Fig. 3a). To test whether treatment with the combination of VIP-R antagonists with anti-PD1 antibodies enhanced anti-cancer immunological memory more than treatment with anti-PD1 antibodies alone, we rechallenged tumor-free mice (without detectable tumor by palpation or BLI) with a second inoculation of KPC.Luc 80-100 days after initial treatment with either anti-PD1 alone (*n* = 6) or the combination of anti-PD1 antibody with either ANT008 (*n* = 5) or ANT308 (*n* = 3) (Fig. 5f). Mice previously treated with the combination of VIP-R antagonist and anti-PD1 had 100% survival after tumor rechallenge versus 0% long-term survival among mice that were initially treated with single agent anti-PD1 antibody (Fig. 5g). These results substantiate the generation of long-term protective anti-cancer immunological memory following treatment with only the combination of VIP-R antagonist peptides and anti-PD-1 and not with anti-PD1 monotherapy.

### Synergism between ANT008 and anti-PD-1 decreased tumor burden and increased intra-tumoral T cell frequency in orthotopic murine PDAC

We tested the efficacy of combination ANT008 and anti-PD-1 therapy in a more clinically relevant orthotopic KPC.Luc model, in which PDAC cells are implanted directly into the pancreas, recapitulating some elements of the TME in clinical PDAC. Bioluminescent imaging (BLI) confirmed successful engraftment of KPC.Luc cells into the tail of the pancreas in wild type mice 6–7 days after implantation. On Day 7 post orthotopic implantation, tumor-bearing mice were randomly assigned to treatment with combinations of scrambled peptide, isotype control antibody, ANT008, or anti-PD-1 MoAb (Fig. 6a). Antitumor responses were the greatest in the combination ANT008 plus anti-PD-1 group, such that tumors regressed in 7–11 mice (63%) versus 5/9 mice in the group receiving anti-PD-1 monotherapy (55%) and 4/10 mice in the ANT008 monotherapy group (40%) (Fig. 6b). In addition, combination of ANT008 and anti-PD-1 had a synergistic effect (as shown in Supplementary Table 3) and led to slower growth of tumors and the lowest tumor burden (measured by the weight of the pancreas on day 25) when compared with control mice (Fig. 6c, d). Also, one out of 10 mice each in the anti-PD-1 monotherapy and ANT008/anti-PD-1 combination treatment groups were tumor-free as judged by histological analysis of serial H&E-stained tissue sections. The accuracy of the bioluminescent signal (tumor flux) from the tumors was validated by comparing IVIS and MRI images with cross sectional images of H&E-stained paraffin embedded pancreatic tissue, obtained at the time of necropsy (Supplementary Fig. 8a) and by correlating tumor BLI flux with weight of the pancreas (Supplementary Fig. 8b).

**Fig. 6:**
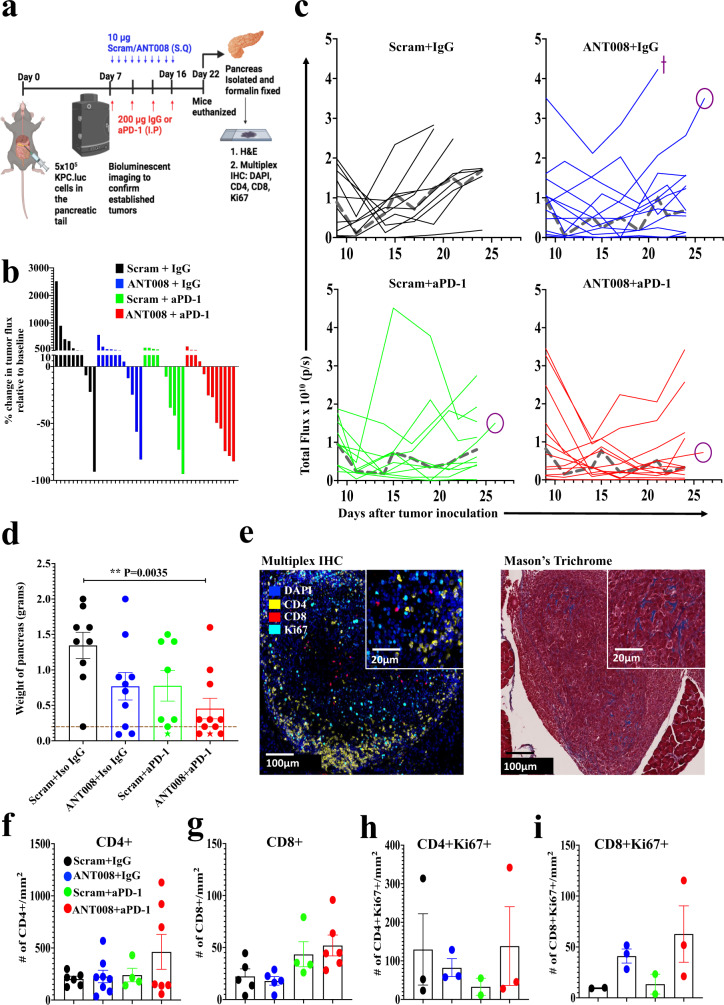
Synergism between ANT008 and anti-PD-1 increases T cell infiltration and proliferation and decreases tumor burden in orthotopic KPC.Luc murine PDAC. KPC.Luc cells were orthotopically implanted in the tail of the pancreas of C57BL/6 female mice and treated with ANT008 and/or anti-PD-1 with *n* = 9, 10, 8 and 11 in scrambled+IgG, ANT008 + IgG, scrambled+anti-PD-1 and ANT008 + anti-PD-1, respectively. **a** Schematic showing orthotopic implantation of KPC.Luc cells and treatment strategy with ANT008 and/or anti-PD-1 was created using BioRender. **b** Waterfall plot showing % change in tumor flux on day 22 relative to day 7 prior to start of treatment. **c** Total flux as measured by IVIS bioluminescent imaging in the different treatment groups. Isoflurane was used for anesthesia for bioluminescent imaging. Median flux represented as a dashed gray line (┉). Cross symbol (+) represents mice that were euthanized before day 25 due to ulceration of the tumor and circle symbol (○) represents the mice (one from each group) that were imaged on day 26 via MRI imaging shown in supplementary figure S5. **d** Bar graph showing the weight of pancreas on day 25 when the mice were euthanized. ‘Star’ shaped (★) data points indicate tumor-free mice, and the dotted horizontal line represents the average weight of healthy pancreas from naïve mice. **e** Representative multiplex IHC images (right) showing pancreatic tumors stained for DAPI (blue), CD4 (yellow), CD8 (red), and Ki67 (cyan) and trichrome staining (left) with black arrows showing blue collagen stain in the tissue. The experiment was performed once with multiple groups stained at the same time. Bar plot showing number of (**f**) CD4+ or (**g**) CD8 + T cells/mm^2^; and (**h**) Ki67 + CD4 + or (**i**) Ki67 + CD8 + T cells/mm^2^. *P* values shown in panel (**d**) were calculated using student ANOVA followed by Dunnett’s post hoc test (comparing each treatment group with Scram + IgG). Error bars show mean ± SEM. **p < 0.01.

Finally, immunohistochemical analysis of pancreas at Day 25 of therapy evaluated collagen and infiltrating T cells across tumors from mice in the different treatment groups (Fig. 6e). Bands of collagen were visualized in all tumors, consistent with evidence of desmoplastic TME characteristic of human PDAC (Fig. 6e, Supplementary Fig. 8c). Interestingly, tumors from mice that received the combination therapy had significantly higher intra-tumoral levels of CD4^**+**^ and CD8^**+**^ T cells (Fig. 6f, g), as well as a higher proportion of Ki67^+^ CD4^+^ and CD8^+^ T cells (Fig. 6h, i). Furthermore, there was a positive correlation between T cell density and pancreas weight, such that the smallest tumors in the combination group had higher numbers of proliferating T cells (Supplementary Fig. 8d–g). These findings suggested that combination therapy with ANT008 and anti-PD-1 not only leads to enhanced T cell activation, but also promotes T cell infiltration into the collagen-rich TME of orthotopic murine PDAC tumors.

### Combination therapy with VIP-R antagonist and anti-PD-1 promotes T cell homing into tumors and decreases CXCR4 expression on T cells in tumor-draining lymph nodes

To test the hypothesis that the enhanced anti-tumor response with combination therapy could be due to increased infiltration of T cells into the TME, we adoptively transferred immunologically naïve GFP^+^ T cells from C57Bl/6 EGFP-transgenic mice to wild-type C57BL/6 mice bearing KPC.Luc tumors implanted subcutaneously and measured infiltration of GFP^+^ T cells into the tumor (Fig. 7a). Intriguingly, following three days of treatment with ANT308 and/or anti-PD1 MoAb, mice treated with combination therapy had increased numbers of GFP^+^ T cells within the tumor when compared to all other treatment groups (Supplementary Fig. 9a–c). Fluorescent microscopy of DAPI stained frozen tumor sections further confirmed significantly increased GFP^+^ T cell infiltration with combination therapy, that infiltrated the entire tumor (Fig. 7b).

**Fig. 7:**
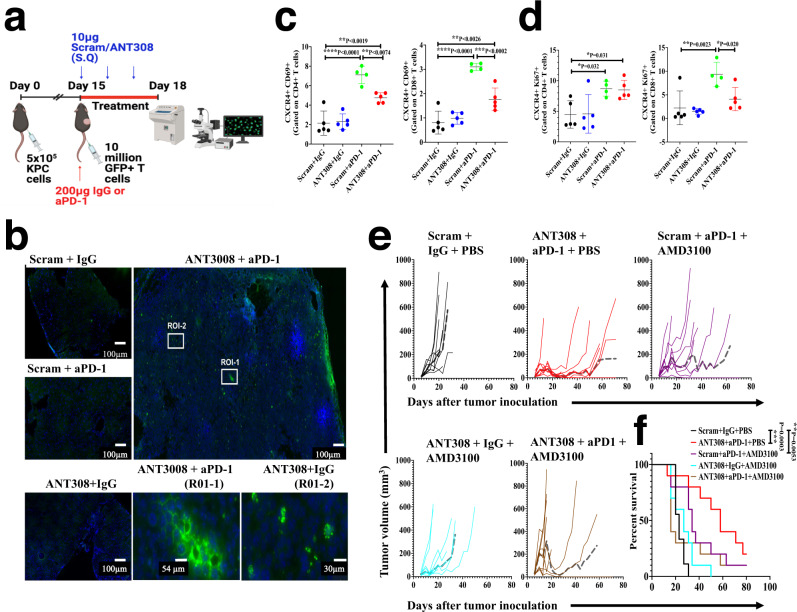
Combination therapy with VIP-R antagonist and anti-PD-1 promotes intra-tumoral T cell infiltration and decreases CXCR4 expression on T cells in tumor-draining lymph nodes. KPC.Luc tumors were implanted subcutaneously in C57BL/6 mice. On day 15 after tumor implantation, GFP^+^ T cells were adoptively transferred (via tail vein injections) and mice were treated with ANT308 ± aPD-1 for 3 days. **a** A schematic showing GFP + T cell transfer and treatment strategy in mice with subcutaneous KPC.Luc tumors were created using BioRender. **b** Representative Hoescht-stained tumor tissues (blue for nucleus) for each treatment group. Zoom-in of two regions of interest (RO1) labeled as R0I-1 and ROI-2 in the original image of tumors of mice treated with ANT308 + aPD-1 is also shown. The experiment was performed once with all four groups imaged on the same day. Percentage of (**c**) CXCR4+ D69+ and (**d**) CXCR4 + Ki67+ cells in CD4+ (left) and CD8+ (right) subsets of T cells. **e** Tumor growth rate and (**f**) survival curves generated from mice with subcutaneous KPC.Luc tumors that were treated with scrambled peptide, IgG and PBS or ANT308 and aPD-1 or AMD3100 and aPD-1 or ANT308 and AMD3100 or a combination of ANT308, aPD-1, and AMD3100. Median tumor volume is represented as a dashed gray line. Statistical differences shown in panels (**c**, **d**) were determined via repeated measures ANOVA and Dunnett’s post-test with *n* = 4–5 mice per group. Statistical differences in f were determined via a Log-rank test (*n* = 9–10 mice per group). Straight lines in panels (**c**, **d**) show mean ± standard deviation. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001.

Preclinical and clinical studies have previously shown that downregulation of CXCR4 promotes mobilization and increases intra-tumoral T cell infiltration in human and murine PDAC tumors^35,36^. We thus asked whether combination therapy with VIP-R antagonist and anti-PD1 modulates expression levels of CXCR4 on T cells. Interestingly, while anti-PD-1 monotherapy increased proportions of Ki67 or CD69 expressing CD4^+^ and CD8^+^ T cells, a significant proportion of activated or proliferating cells also expressed CXCR4 (Fig. 7c, d). On the other hand, treatment with the combination of anti-PD-1 plus VIP-R antagonist increased the proportion of activated CD69^+^ CD4^+^ or CD8^+^ cells with decreased CXCR4 expression (Fig. 7c, d). As AMD3100, a CXCR4 antagonist has been clinically evaluated as a strategy to mobilize CD8+ T cells into PDAC tumors^37^, we next tested treatment with AMD3100 combined with anti-PD-1 and/or VIP-R antagonists. Combination therapy with VIP-R antagonist and anti-PD-1 was superior to the combination of AMD3100 and anti-PD-1 (Fig. 7e), resulting in complete regression of tumors in 20% and 10% of the mice, respectively (p = NS) (Fig. 7f). Interestingly, when all three drugs (VIP-R antagonist, anti-PD-1, and AMD3100) were used in combination, survival was not significantly better than in control mice receiving scrambled peptide, isotype matched IgG and PBS (Fig. 7e).

## Discussion

The clinical efficacy of immune checkpoint blockade in pancreatic cancer targeting PD-1 and CTLA-4 has been modest, despite the remarkable success of ICB in treatment of patients with other solid tumor malignancies^4,38,39^. Clinical and preclinical studies have shown that the poor responsiveness of PDAC to ICB is largely due to an immunologically cold TME characterized by limited numbers of T cells in the tumor parenchyma, and multiple mechanisms that restrict intra-tumoral T cell activation^40–42^. Therefore, strategies that ‘boost’ T cell priming, or activation may promote enhanced T cell-mediated anti-tumor responses and improve responsiveness to anti-PD-1 or anti-CTLA-4 ICB^8,9^. Using preclinical models of murine PDAC we tested whether treatment with VIP-R antagonists promote activation and proliferation of antitumor T cells and whether these drugs synergize with anti-PD-1.

Our results with selective depletion of CD4+ or CD8+ T cells (Fig. 3c–e) and the generation of cancer-antigen specific immunological memory (Fig. 4e, g) suggest that the dominant effect of VIP-R antagonists is via inhibition of paracrine signaling of VIP produced by tumor cells on T cells that express the VIP-R. While knockout of VPAC2 in Panc02 cells suggested indirect effects of VIP-signaling in vivo, mice with VPAC2 knockout Panc02 tumors had a median survival benefit of 7 days compared to wild type tumors (Supplementary Fig. 2h). In contrast, the combination of VIP-R antagonist and anti-PD-1 synergistically improved T cell-dependent antitumor responses in mice with PDAC, resulting in tumor elimination in up to 40% of treated tumor-bearing mice. Furthermore, since rechallenging the tumor free mice resulted in complete tumor rejection in mice that received the combination of VIP-R antagonist and anti-PD-1, it further emphasized the role of the enhanced adaptive and long-lasting anti-tumor immunity generated in response to inhibiting VIP-R signaling. Recipients of VIP-R antagonist peptide/anti-PD-1 combination therapy had increased homing, activation and proliferation of intra-tumoral CD4^+^ and CD8^+^ T cells and marked increases in tumor-antigen-specific T cells within the TME. These findings are in accordance with studies by Vonderheide et al., wherein induction of a robust T-cell response via CD40-signaling overcomes refractoriness of PDAC tumors to ICB^8^.

Exclusion of T cells from the TME is an important characteristic of PDAC tumors that is considered a consequence of a dense desmoplastic stroma^43^ containing robust immunosuppressive cells and soluble factors that limit T cell activation^44^. In multiple studies components of the stroma such as cancer associated fibroblasts (and the cytokines and chemokines that they secrete), suppressing effector functions of T cells results in an immunologically “cold” tumor^44–46^. The role of the CXCR4/CXCL12 axis in T cell infiltration in PDAC tumors is complex^35^. CXCR4 expression facilitates homing of I T cells to lymph nodes with high CXCL12 levels where priming to tumor antigens may occur^47^. However, CXCR4^+^ T cells can be “trapped” in the peri-tumoral extracellular matrix by binding to CXCL12 expressed by CAF and tethered onto KRT19^37^. Thus, high expression of CXCR4 is a predictive marker for poor survival in PDAC patients, and treatment with CXCR4 antagonists increase CD8+ T cell infiltration in the TME^35,36,48^. Consistent with those data, the current findings of synergy between VIP-R antagonists and anti-PD1 align with modulation of CXCR4 levels. Treatment with anti-PD-1 increases expression of CXCR4 on intra-tumoral T cells^49^ while the addition of VIP-R antagonist to anti-PD-1 significantly decreased CXCR4 expression on T cells potentially preventing T cells from being “trapped” in the extracellular matrix. Surprisingly, treatment with a triple combination of VIP-R antagonist, anti-PD-1 and a CXCR4 antagonist resulted in similar tumor growth rates and survival to control mice receiving no drugs (Fig. 7e). These data suggest that downregulation of CXCR4, but not complete blockade, could be a superior therapeutic strategy when using a VIP-R antagonist with anti-PD1 to promote T cell trafficking and cytotoxicity within the TME. The apparent antagonism seen when treatment with a VIP-R antagonist was added to the combination of anti-PD1 and CXCR4 antagonists suggests that impactful clinical translation combining these three classes of drugs together would be challenging. In support of our over-arching hypothesis, TIL in mice receiving combination drug therapy expressed significantly higher levels of transcripts associated with TCR signaling and activation, and increased mRNA levels of Th1 cytokines TNF-α, IFN-γ, and IL-2. Furthermore, upregulation of mRNA levels for chemokines CCL2, CCL4 and CCL5 in T cells and the chemokine receptor CXCR6 suggest that intra-tumoral T cells activated by combination VIP antagonist/anti-PD1 therapy may promote recruitment of additional T cells from blood into the TME. This hypothesis is supported by increased accumulation of immunologically naive GFP^+^ T cells into tumors of mice treated with combination therapy.

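In the T cell RNA from subcutaneous KPC.Luc tumors, Ccl4 had the largest difference of the 4 genes between ANT008+aPD-1 and Scram+IgG, with a log2 fold change of 1.65 (standard error 0.89, FDR = 0.458 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its scaled count was 450 ± 140 (SD, n = 3 mice) against 141 ± 194 (SD, n = 3), and the groups overlapped (exact permutation p = 0.2). The log2 fold change was 0.68 for Ccl5 (standard error 0.91, FDR = 0.793), 0.59 for Ccl2 (standard error 0.42, FDR = 0.564) and 0.58 for Cxcr6 (standard error 0.74, FDR = 0.783), and for each of these genes the mice of the 2 groups overlapped. All 4 genes exceeded the background in each of the 12 lanes. The raw counts of Ccl5 were 22119, 282 and 1966 in the Scram+IgG mice and 33, 3843 and 200 in the ANT008+aPD-1 mice. With Scram+aPD-1 the log2 fold change of Ccl2 was 0.64, and that of Ccl5 was -0.58. Leaving out Scram+IgG mouse 1 brought Ccl4, Ccl5 and Cxcr6 to log2 fold changes of 3.88, 2.95 and 2.20 with an FDR of 0.0210, 0.0398 and 0.0428 from edgeR, and Ccl2 to 0.97 with an FDR of 0.233. Leaving out Scram+IgG mouse 2 instead brought Ccl4 to 1.15, Ccl5 to 0.19, Cxcr6 to 0.16 and Ccl2 to 0.32, with an FDR of at least 0.784.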

Our data suggest VIP-R antagonists act by blocking an inhibitory signaling pathway that limits the activation, proliferation, and survival of immune cells^50,51^. Of note, earlier studies demonstrating increased interferon-gamma production by NK cells following treatment of mCMV-infected mice with a VIP-R antagonist^23^ suggests that NK cells may also contribute to the anti-cancer immune responses seen in tumor-bearing mice treated with a VIP-R antagonist. Reduced graft-versus-leukemia effects seen in leukemic mice transplanted with allogeneic marrow and splenocytes from beige donors further supports the contribution of NK cells to the anti-cancer immune effects observed following treatment with VIP-R antagonists^52^. Decreased CREB phosphorylation^22^ following in vitro treatment of human T cells with VIP-R antagonists suggests that enhanced NF-$${{{{{\rm{\kappa }}}}}}$$B signaling is responsible for the enhanced T cell activation seen in the murine PDAC models^53^. One of the safety concerns in the use of any ICB is induction of autoimmunity^54^. Notably, treatment of wild type mice with 10 days of daily subcutaneous injections of the ANT008 or ANT308 VIP-R antagonists was not associated with histopathological evidence of autoimmunity, consistent with the absence of auto-immune disease in VIP knockout mice^55^ and no evident effect on behavior^56,57^. Thus, the salubrious effect of VIP-R antagonist treatment on anti-cancer immunity in the PDAC models is likely due to local effects of VIP in the TME where VIP is pathologically overexpressed.

This study has some limitations, primarily that murine models used to-date employed transplantable PDAC cell lines that do not fully recapitulate the stromal desmoplasia of clinical PDAC^58^. Nevertheless, mouse T cells penetrated deep into orthotopically implanted tumors treated with the combination of VIP-R antagonists and anti-PD1, apparently crossing dense stromal bands of collagen. Secondly, we limited our focus to a single tumor histology, in a single animal species. Additional models including large animal species (i.e., dogs^59^) should be evaluated. Thirdly, while the current study focused on the treatment of PDAC, several other cancers may also be potential targets for VIP-R antagonists. Published studies indicate antitumor activity of VIP-R antagonists in murine models of myeloid leukemia and lymphoma^21,22^, and other cancers over-express VIP^60^. Fourth, the focus and conclusions of the current study are orthogonal to previous studies that examined the suppression of autoimmunity by native VIP, or studies that examined the activity of VIP-R antagonists as tumor cytostatic drugs^14,15,61,62^.

Finally, why hasn’t VIP signaling been previously identified as a targetable ICB pathway? Pharmacologic antagonism of VIP receptors was explored as a strategy to block autocrine signaling of VIP expressed by tumor cells that stimulates tumor growth^61–65^. The human pancreatic cancer cell line CAPAN-2 expresses VIP receptors and growth is stimulated by VIP^66,67^. VIP antagonists inhibit c-fos mRNA induction by VIP and retard the growth of CAPAN-2 cells in nude mice indicating that VIP receptor antagonists have a tumor-intrinsic cytostatic effect^63,66^. Preclinical studies explored VIP-R antagonists as cytostatic anti-cancer drugs^16,61–63^ but did not lead to clinical trials of VIP-R antagonists in humans, or to studies testing the potential of VIP-R antagonists to augment adaptive immunity. While VIP was identified more than four decades ago^68^, the effects of VIP on immunity were studied by Delgado^69,70^, and Smally^71^ starting in 1999 and leading to a 2006 publication that defined the ability of VIP to induce tolerogenic dendritic cells and Tregs that limit autoimmunity and GvHD^72^. We used VIP-R antagonists designed to have increased affinity to VIP-R which may have contributed to the enhanced immune cell activation reported herein. While the focus of the current study has been on the effect of anti-PD1 antibody and VIP-R antagonists on anti-tumor T cells, this therapy also has the potential to affect immune-suppressive myeloid cells in the TME and block the generation of tolerogenic dendritic cells^73^ and affect antigen presentation by tumor-infiltrating macrophages^74^ and dendritic cells in tertiary lymphoid structures within the tumor^6,75^.

Based upon findings from the current study, we suggest that VIP-R antagonists may represent a tractable approach in the treatment of PDAC^76^. Of note, VIP amino acid sequence is identical between humans and mice, and VIP-R sequences are highly conserved^77^, suggesting the VIP-R antagonists with immunological activity in tumor-bearing mice may have comparable properties in human patients. In support of this notion, ex vivo treatment of human T cells isolated from the blood of PDAC patients with VIP-R antagonists promoted T cell activation, downregulation of PD-1, Tim-3 and Lag-3 immune checkpoint molecules associated with immunological senescence and decreased the frequencies of regulatory T cells (Fig. 2f). The ability of small peptide-based drugs to diffuse into the stromal-rich TME of PDAC and promote the in situ activation of cancer-specific T cells may be an advantage of targeting the VIP::VIP-receptor axis in immuno-oncology. Furthermore, overexpression of VIP may represent a biomarker useful to identify patients with PDAC and other cancers sensitive to the ICB activity of VIP-R antagonists (Fig. 1b, e), analogous to the use of PD-L1 staining of cancer as a predictive biomarker for response to anti-PD1 ICB. Further clinical development of this concept will require appropriate preclinical pharmacokinetic and toxicology studies.

## Methods

The research complies with all relevant ethical regulations. Studies involving human samples were approved by the Emory Institutional Review Board (IRB). All experimental procedures involving animals were approved by the Institutional Animal Care and Use Committee (IACUC) at Emory University.

### Cell lines and reagents

MT5 and KPC.Luc cells were generous gifts from Dr. Tuveson (Cold Spring Harbor Laboratory, Cold Spring Harbor, NY) and Dr. Logsdon (MD Anderson Cancer Center, Houston, Texas), respectively and Panc02 cells were provided by Dr. Pilon-Thomas (H. Lee Moffitt Cancer Center, Tampa, FL). BXPC3, Panc1 and B16F10 were from ATCC (Manassass, VA) and SM1 were from Dr. Antoni Ribas (UCLA, Los Angeles, CA). MT5 and BXPC3 cells were cultured in Roswell Park Memorial Institute (RPMI) medium supplemented with 5% and 10% Fetal Bovine Serum (FBS), respectively, in addition to 10mM L-glutamine and antibiotics. KPC-Luc, Panc02 and Panc1 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM) supplemented with 10% FBS, 10mM L-glutamine and antibiotics. Synthego (Redwood City, CA) provided CRISPR/Cas9 VPAC2 knockout pools of Panc02 cell line. Single clones of VPAC2 KO Panc02 cells were selected by limit-dilution and expanded in same media as wild type Panc02 cells. B16F10 cells were cultured in DMEM with L-glutamine and sodium pyruvate, supplemented with 10% FBS, 100ug/mL streptomycin, and 1500 mg/L sodium bicarbonate. The human pancreatic cancer associated stellate (PSC) cell line h-iPSC-PDAC-1 was generated and maintained as previously described^78^. Briefly, fresh pancreatic tissue was dissected into 0.5–1 mm^3^ pieces and plated in uncoated culture wells with Dulbecco’s Modified Eagle Medium (Gibco 11965-092) with 10% FBS (Gibco 26140-079) and antibiotics (Gibco 15240-062). These wells were incubated at 37 °C for 2–3 weeks until PSC were observed growing out of the tissue. Following 2 passages, pure PSC cultures were verified via morphology and by α-SMA and GFAP staining. The h-iPSC-PDAC-1 cell line was processed as described above and was then immortalized via transfection with a lentivirus containing SV40 large T-antigen (GenTarget Inc.).

Pharmaceutical grade murine antibodies to PD-1 (Clone RMP1-14) or isotype control (Clone 2A3) were purchased from BioXcell (West Lebanon, NH). Pharmaceutical grade AMD3100 was purchased from Selleck Chemicals LLC (Houston, Texas). Scrambled peptide, ANT008 and ANT308 were purchased from RS synthesis (Louisville, KY) at a purity of >95%. 200 µM stock solutions were prepared in DEPC-Treated pyrogen free water from IBI Scientific (Dubuque, IA) and stored at −80 °C until use. Creative Biolabs (Shirley, NY) performed in-silico modeling to predict the binding affinity of ANT008 and ANT308 to VPAC1 and VPAC2 receptors.

### Patients and samples

Primary human PSC/CAF were isolated from resected pancreatic tumors in accordance with an IRB-approved protocol at the Winship Cancer Institute of Emory University on de-identified tumor tissues as previously described^79^. Briefly, freshly resected pancreatic tissue was dissected into 1 mm^3^ pieces, plated in a culture dish and incubated with DMEM + 10% FBS + antibiotics for 2–3 weeks until a coalesced cell monolayer was observed. Cell free supernatant was then collected to quantify levels of VIP via VIP specific enzyme immunoassay as described below. Blood samples from consented pancreatic cancer patients and healthy volunteers were collected in EDTA coated vacutainer tubes from Becton Dickinson and Company (Franklin Lakes, NJ). Plasma was isolated as previously described, where in the EDTA vacutainer tubes were centrifuges at 2000 x g for 15 min and stored at −80 °C until used for analysis of levels of VIP^80^. Patient demographics is described in Supplementary Table 1. Peripheral blood mononuclear cells (PBMCs) were isolated from patients with PDAC or healthy volunteers after informed consent (IRB 00087397 and IRB 00046063, respectively) by ficoll-hypaque density-gradient centrifugation as previously described and cryopreserved in CryoStor CS10 cell cryopreservation media (STEMCELL Technologies, Vancouver, Canada), until required for T cell isolation and ex-vivo expansion, as described below^81^.

### Antibodies and flow cytometry

For western blot analysis of VPAC1, VPAC2, PD1 and CTLA4 expression, anti-VPAC1 (1:500), anti-VPAC2 (1:500) monoclonal antibodies from Sigma Aldrich (St. Louis, MO) and anti-PD1 (1:1000) and anti-CTLA-4 (1:500) monoclonal antibodies from Cell Signaling Technology (Danvers, MA) were used. For IF, anti-VIP monoclonal antibody at 1:50 from OriGene (Clone OT15B5) and anti-CK18 monoclonal antibody at 1:400 from Abcam (Clone EP1580Y) was used. Details of fluorochrome conjugated antibodies for flow cytometric analysis are provided in Supplementary Table 2. Fixable Aqua live/dead stain from Thermo Fisher Scientific (Waltham, MA) was used to detect and gate for live cells in all samples analyzed via flow cytometric analysis. To identify tumor specific T cells, APC conjugated MHC Tetramer H-2kb MuLV p15E from MBL International Corporation (Woburn, MA) was used. For intracellular cytokine expression staining, splenocytes or T cells were incubated with leukocyte activation cocktail (BD) for 5 h, then stained with antibodies listed in Supplementary Table 2. FACS files were acquired with a FACS Aria cytometer (Beckon Dickinson, San Jose, CA) or an Aurora cytometer (Cytek Biosciences, Inc, Fremont, CA) and analyzed using FlowJo software (Tree Star, Inc).

### Mice

Female or male C57BL/6, CD4KO (B6.129S2-Cd4^tm1Mak^/J) and CD8KO (B6.129S2-Cd8a^tm1Mak^/J) were obtained from the Jackson Laboratory (Bar Harbor, ME) at 6–8 weeks of age and housed in micro-isolator cages (stock #000664). Transgenic mice expressing enhanced green fluorescence protein (EGFP) from on a C57BL/6 background (strain designation: C57BL/6-Tg(Act-EGFP)C14-Y01-FM131 Osb) were a gift from Dr. Masaru Okabe (Osaka University, Osaka, Japan) and were bred and maintained at the Emory University Animal Care Facility (Atlanta, GA)^82^ Experiments were performed when mice were 8-10 weeks old and animal care and maintenance was provided following *The Guide for Care and Use of Laboratory Animals* (National Research Council). Animals with tumor sizes exceeding the maximum (500 mm^3^) permitted under the animal use protocol (PROTO201700866) were humanely euthanized using CO_2_. For CD4+ and/or CD8+ T cell depletion studies, antibody to deplete CD4+ T cells (Clone GK1.5) or CD8+ T cells (Clone 2.43) from BioXcell (West Lebanon, NH) were injected intraperitoneally at 200 µg per mouse on days −3, −1, +1, +3, +7 with respect to tumor implantation and twice a week until the completion of the experiment.

### Preparation of single cell suspensions

Harvested tumor tissues or tumor draining lymph nodes (TDLNs) from murine KPC-Luc or Panc02 bearing mice were cut into small pieces using a scalpel and treated triple enzyme digestion cocktail containing 10 mg/ml collagenase, 1 mg/ml hyaluronidase and 200 mg/ml DNase in HBSS at 37 °C for 20 min (TDLNs) or 1 h (tumors) and vortexed every 15 min. The tissue pieces were then mechanically dissociated, washed, centrifuged, and passed through a 70 µm nylon mesh filter to obtain a single cell suspension for staining and analysis via flow cytometry. For spleen samples, the single cell suspension obtained by mechanical dissociation, was passed through 70 µm nylon mesh filter and depleted of red blood cells using ammonium chloride lysis buffer and washed twice. Blood samples were collected in tubes with 0.1 ml diluted heparin (500 USP units/ml) followed by red blood cell depletion using ammonium chloride lysis buffer and washed twice.

### VIP specific enzyme immunoassay

3 × 10^5^ B16F10, KPC.Luc, MT5, Panc02, BXPC3 and Panc1 cells were cultured in six well plates with 3 ml of respective media. Cell free media was collected 24 h after culture and stored at −80 °C until tested for VIP levels. Peripheral blood collected from consented PDAC patients and healthy volunteers in EDTA tubes were centrifuged at 2000 g for 10 min to isolate plasma that was also stored in −80 °C until analysis. VIP levels in cell free supernatant and plasma were quantified via VIP specific enzyme immunoassay (EIA) kit following the manufacturer’s protocol (RayBiotech, Peachtree Corners, Georgia). Absorbance was measured at 450 nm using synergy plate reader (BioTek, Winooski, Vermont), a standard curve generated and used to determine the concentration of VIP in the samples.

### Cell viability assay

To determine the effect of Ant-08 on the growth of PDAC cell lines in-vitro, MT5, KPC.Luc, Panc02, BXPC3, Capan-02 and cells were plated on a 96 well plate and treated with varying concentrations of Ant-08 (0–5 µM) in respective media, for 24–72 h. Cell viability was assessed using cell proliferation kit I from Roche (Basel, Switzerland), following the manufacturer’s instructions. Briefly, at the end of the incubation time, 10ul of 0.5 mg/ml MTT labeling reagent was added and the plate was incubated in a humidified C0_2_ incubator for 4 h. This was followed by incubation with solubilization buffer overnight and reading the absorbance at 570 nm. Percentage of cell viability with respect to control (0 µM ANT008) was plotted. Similar assay was performed to for wild type and VPAC2 KO Panc02 cells following treatment with Ant-08 or Ant-308 at 3 µm for 72 h.

### In vivo efficacy studies

For the subcutaneous model, 5 × 10^5^ KPC.Luc cells were injected subcutaneously near the right flank of female or male C57BL/6 mice (stock #000664). For the MT5 or Panc02 models, 5 × 10^5^ were injected subcutaneously near the right flank of female C57BL/6 mice. For the orthotopic KPC-Luc model, mice were anesthetized, and the KPC-Luc cells were suspended in Matrigel and injected in the tail of the pancreas following laparotomy. 6–7 days after tumor implantation mice were randomized into four treatment groups and treated with VIP-R antagonist and/or anti-PD-1. While scram+IgG control mice received scrambled peptide and isotype IgG, the VIP-R antagonist, anti-PD-1 and VIP-R antagonist and anti-PD-1 groups received VIP-R antagonist and IgG; scrambled peptide and anti-PD-1; and VIP-R antagonist and anti-PD-1, respectively. The treatment regimen involved administering 10 µg of scrambled or VIP-R antagonist: ANT008 or ANT308, subcutaneously every day and 200 µg of IgG or anti-PD-1 intraperitoneally once every three days, for a total of 10 days. In experiments involving male mice, 20 µg of VIP-R antagonist was used due to the higher body weight when compared to female mice. In experiments were mice received AMD3100, 5 mg/kg of AMD3100 in PBS was administered subcutaneously every day for 10 days. In the KPC-Luc models, the tumor growth rate was plotted using the tumor flux measurements quantified using IVIS bioluminescent imaging. In the orthotopic KPC.Luc model, one mouse per group with biggest non-ulcerated tumor was sacrificed on day 28 and placed supine within a custom-built cradle and imaged with 9.4 Tesla MRI scanner. Rapid acquisition with relaxation enhancement (RARE) imaging sequence was used with a slice thickness of 0.4 mm and a total of 40 slices per mouse (RARE factor = 8, Average = 25 and Field of view = 30.7 × 30.7 mm^2^). In experiments using mice with subcutaneous tumors, Vernier calipers were used to measure the tumor dimensions and the tumor volume was calculated using the formula: tumor volume = 1/2(length x width x height).

### Nanostring analysis of Tumor infiltrating T cells

Singlet cell suspensions of tumors were subjected to magnetic T cell isolation using EasySep^TM^ Mouse CD90.2 Positive Selection kit II from STEMCELL technologies (Vancouver, Canada). Purity of T cells following isolation was 80–85%. Qiagen RNeasy Micro kit was used to extract RNA, and quantity and quality was assessed using the Nanodrop and Agilent 2100. RNA analyzed using the nCounter Metabolic Pathways Panel (Nanostring Technologies, Seattle, WA).

### TCR deep sequencing

Subcutaneously implanted KPC.Luc tumors treated with ANT008 and/or anti-PD-1 were harvested on day 21 after tumor implantation. Qiagen RNeasy Micro kit was used to extract RNA, and quantity and quality was assessed using the Nanodrop and Agilent 2100. Sequencing of TCR-β CDR3 V and J sequences performed by Adaptive Biotechnologies (Seattle, WA).

### Human T cell activation and expansion

One day before in vitro T cell expansion, cryopreserved PBMCs were thawed and rested by culturing at 37 °C in a 5% CO_2_ humidified incubator overnight in complete RPMI media supplemented with 10% FBS, 100 U/mL penicillin and 100ug/mL streptomycin, MEM nonessential amino acids, 20mM N-2-hydroxyethylpiperazine-N-2-ethane sulfonic acid (HEPES), and 50uM 2-mercaptoethanol. T cells were isolated via negative magnetic isolation using EasySep Human T cell isolation kit from STEMCELL Technologies (Vancouver, Canada). 50,000–1 million T cells were seeded on each well of a 96 well plate that was coated with 10ug/ml of Ultra-LEAF Purified anti-human CD3 antibody (clone: UCHT1) from Biolegend (San Diego, CA) and cultured with 30U/ml recombinant human IL-2 (Peprotech, Inc., Cranbury, NJ) with or without 3 µM scrambled peptide, ANT008 or ANT308. Cells were counted using Trypan blue dye and phenotyped via flow cytometry on day 9. Every three or four days, the cells were split to 6 or 48 well or plates coated with anti-human CD3.

### Peptides

ANT008 has the peptide sequence of VIPhyb modified by replacing serine at amino acid position 25 with leucine. ANT308 is a further modification of ANT008 sequence in which the aspartic acid and asparagine residues at positions 8 and 9 are replaced with serine and aspartic acid, respectively. (ANT008: −60.17 kcal/mol free binding energy for VPAC1 and −51.07 for VPAC2, ANT308: −71.56 for VPAC1 and −56.27 for VPAC2 as per in silico analysis).

### Adoptive transfer of GFP + T cells

One million KPC-Luc cells were subcutaneously implanted into C57BL/6 mice. On day 15 after tumor implantation, spleoocytes from EGFP transgenic mice were harvested and processed as above and T cells were magnetically isolated using Pan T cell isolation kit II from Miltenyi Biotech (Auburn, CA). 10 million GFP + T cells were then injected intravenously to the KPC-Luc tumor bearing C57BL/6 mice. Mice were randomized into 4 treatment groups: scram+IgG, ANT308 + IgG, scram+aPD-1, ANT308 + aPD-1 and treated subcutaneously with 10ug of scrambled peptide/ANT308 on day 1, 2 and 3 and/or 200ug IgG or anti-PD-1 intraperitoneally on day 1 after T cell transfer. Mice were sacrificed on day 18 after tumor implantation and harvested tumors were flash frozen in OCT compound (Sakura Finetek, Torrance, CA) for embedding and cryosectioning. Tissue slides were then stained with 2ug/ml Hoescht 33342 (Abcam, Cambridge, MA) and imaged on a BZ-X810 epifluorescence microscope (Keyence Corp, Itasca, IL) using DAPI (359 nm/461 nm) and GFP (488 nm/510 nm) filter sets (Chroma Technology Corp, Bellows Falls, VT). Plan Fluor 40 × 1.3 NA oil immersion objective from Nikon Inc. (Melville, NY) were used with 100% of the light from excitation source reaching the sample, 1/1.2 s camera exposure and image aspect ratio of 1920 × 1440. Multiple images were acquired spanning the entire tissue section, which were then stitched using Keyence’ image stitcher function and merged into a composite image using Fiji image analysis software.

### Western blots

Cells were washed twice with ice-cold 1X PBS and lysed with ice-cold RIPA (R0278, Sigma) containing 1X protease inhibitor cocktail (P8340, Millipore Sigma) and phosphatase inhibitors (P2850, Millipore Sigma). Lysates were quantified by Bradford assay (BioRad), normalized for concentration, denatured with 1XSDS sample buffer. 30$$\mu$$g of protein per sample was resolved by SDS-PAGE, blotted on PVDF membrane, and probed with primary antibodies described in Supplementary Table 2. The images were acquired using Azure 600 gel imager or Syngene G Box at autoexposure or exposure time between 1 and 2 min.

### Immunofluorescence

Paraffin-embedded PDAC tissues and adjacent normal tissues were deparaffinized, hydrated and antigen retrieved by boiling with 1XTrilogy for 15 min (Cell Marque-Trilogy Buffer) and subsequent washing with distilled water. Permeabilization was performed using 0.3% Triton-X-100, followed by blocking step with eBioscience™ low protein blocking buffer for 1 h at room temperature. Mouse anti-VIP (OriGene Technologies, Inc. Rockville, MD) diluted at 1:50 and rabbit anti-cytokeratin-19 (Abcam, Cambridge, MA) diluted at 1:400 was applied and incubated overnight at 4 °C. Secondary antibodies for anti-mouse IgG (H + L) conjugated with Alexa Fluor 647 and anti-rabbit IgG (H + L) conjugated with TRITC was applied and incubated for 1 h at room temperature. Tissue slides were then stained with 2ug/ml Hoescht 33342 (Abcam, Cambridge, MA) and imaged on a BZ-X810 epifluorescence microscope (Keyence Corp, Itasca, IL) using DAPI (359 nm/461 nm) and Alexa Fluor 647 (594 nm/633 nm) and TRITC (579 nm/599 nm) filter sets (Chroma Technology Corp, Bellows Falls, VT). Plan Fluor 40 × 1.3 NA oil immersion objective from Nikon Inc. (Melville, NY) were used with 100% of the light from excitation source reaching the sample, 1/1.7 second camera exposure and image aspect ratio of 1920 × 1440. Multiple images were acquired spanning the entire tissue section, which were then stitched using Keyence’ image stitcher function and merged into a composite image using Fiji image analysis software.

### Histology

All tissues for histology were fixed at 4 °C for 2–3 days in 4% paraformaldehyde in PBS, embedded in paraffin and cut into 5-µm thick sections. Slides were deparaffinized with EZ-Prep (# 05279771001, Ventana, Tucson, AZ) and antigen was then retrieved for 64 min with CC1 reagent (#950-500, Ventana, Tucson, AZ). Mouse anti-VPAC1 and anti-VPAC2 from Sigma Aldrich (St. Louis, MO) diluted at 1:500 or rabbit anti-cytokeratin-19 (Abcam, Cambridge, MA) diluted at 1:500 were applied and incubated for 40 min. DISCOVERY OmniMap anti-mouse or anti-rabbit HRP was applied and incubated for 12 min. The detection was completed in combination with DISCOVERY ChromoMap DAB kit as per manufacturer’s recommendations. Pancreas harvested from mice with orthotopically implanted KPC-Luc tumors or colon, liver and inflated lungs harvested from naïve C57BL/6 mice receiving ANT008 or ANT308 were formalin-fixed and paraffin embedded before being stained with H&E (Leica 560 MX, Wetzlar, Germany) or Masson’s Trichrome (Polyscientific Inc., Bay Shore, NY). All slides were dehydrated, cover-slipped and scanned on Hamamatsu Nanozoomer 2.0 HT at 40x and reviewed by a pathologist.

### Multiplex Immunohistochemistry

Multiplex IHC staining was performed on the Roche Ventana DISCOVERY automated Immunostainer from Ventana Medical Systems (Tucson, AZ). The Ventana DISCOVERY uses a sequential staining procedure with a denaturation step between each staining sequence. Slides were deparaffinized with EZ-Prep (# 05279771001, Ventana) and then were antigen retrieved for 64 min with CC1 reagent (#950-500, Ventana). Cell Conditioning 2 buffer (CC2, #950-123, Ventana) was used for deactivation of the bound primary antibody and secondary anti-horse radish peroxide between each staining sequence. Four pre-diluted primary antibodies were sequentially applied in the following order using the indicated chromogenic detection: rabbit anti-Ki67 (#ab833 from Abcam, Cambridge, MA) with Opal 570, rabbit anti-Foxp3 (#NB100-39002 from Novus Biologicals, Littleton, CO) with Opal 480, rabbit monoclonal CD4 (#ab133616 from Abcam) with Opal 620 and rabbit anti-CD8 (#ab4055 from Abcam) with Opal 690 at dilutions of 1:300, 1:500, 1:500 and 1:250, respectively. Slides were cover slipped with VECTASHIELD Antifade mounting medium (Vector Laboratories) and stained slides were stored at 4 °C. Numbers of CD4+, CD8+, Ki67+ CD4+ and Ki67+ CD8+ T cells were quantified using QuPath, an open-source software for digital pathology image analysis.

### Statistics

For survival data, Kaplan–Meier method with log-rank tests was performed to determine statistical differences between treatment groups. For comparison of tumor volume and differences in immune cell subsets where four treatment groups were compared, one-way ANOVA followed by Dunnett’s multiple comparison post-hoc test was used. All comparisons were two-tailed. For data from ex-vivo expansion of T cells from healthy volunteers, repeated measures ANOVA was used followed by Dunnett’s post-hoc test. For data from expansion of T cells from PDAC patients were T cell phenotype and characteristics between scrambled or ANT008 treated were compared, pair wise student *t*-test was utilized. In Supplementary Fig. 8d-g, R-squared values were generated from a linear regression model. *P* values less than 0.05 were considered significant. All statistical analyses were conducted using GraphPad Prism software, version 8.2 (GraphPad Software, Inc., San Diego, CA, USA).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

The data underlying the figures are provided as a Source Data file. All the other data supporting the findings of this study are available within the article and in the supplementary figures. Nano string data are available under GEO accession number (GSE213778) and TCR sequencing data are available under GEO accession number (GSE213482). VIP mRNA data are available on The Cancer Genome Atlas (TCGA). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

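RNA of T cells isolated from subcutaneous KPC.Luc tumors was measured in 12 mice, 3 in each of the groups Scram+IgG, ANT008+IgG, Scram+aPD-1 and ANT008+aPD-1, on the nCounter Mouse Metabolic Pathways panel. The authors deposited the counts of each probe in each lane as exported from the instrument's software, as whole numbers without background subtraction, scaling or pooling, together with the vendor's definition of the panel, from which the probe targets were taken. The methods name the isolation kit, the RNA kit and the panel. A normalization, a test for single genes and a formula for the pathway score are not named in the paper's text, and its statistics section names one-way ANOVA with Dunnett's post-hoc test for comparisons of the 4 groups. Mice were assigned to groups and numbers from the sample titles, which match the column names. Of the 768 endogenous and housekeeping genes of the panel, 767 symbols were found in the RefSeq annotation of GRCm38.p6, which was used for names only, since the panel names no genome build.

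The background of a lane was the mean plus 2 SD of its 8 negative control probes. Lane size was the geometric mean of the housekeeping genes above background in all 12 lanes, which left 3 of 20. The 640 endogenous genes above background in at least 3 lanes were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, R 4.3.3), with the 4 groups in 1 fit so that they share an estimate of the spread, and no covariates. Benjamini-Hochberg adjustment was used with the thresholds of Fig. 4, an FDR below 0.1 and a change above 4-fold (a log2 fold change above 2). Standard errors were taken from the test statistic. The same fit served the 6 contrasts between groups, including the interaction of the 2 agents. The TCR gene set was tested with camera from limma 3.58.1 at its default correlation between genes of 0.01. The score of the 13 genes of Fig. 4h was tested by exact permutation. Group comparisons of a single value used the exact permutation test of 3 mice against 3, for which the smallest two-sided p is 0.1. Correlations over the 12 mice have p-values from 100000 permutations.

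The depth was unequal. The endogenous total ran from 5776 to 1486646 counts per lane, and 2 of the 3 ANT008+aPD-1 lanes were the lowest of the 12. In ANT008+aPD-1 mouse 1, 79.1% of the endogenous genes were at or below background, and in mouse 3 52.3%. In the other lanes the share was between 13.4% and 30.9%. Counts near the background of a lane with a small size are multiplied by the scaling, and so is the background in them.

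The test was checked on simulated counts made from the means, dispersions and lane sizes of the 640 genes, with 100 genes raised and 100 lowered in the ANT008+aPD-1 lanes. Without background counts and at the real depth, 84% of the genes raised 4-fold and 63% of those lowered 4-fold were recovered at an FDR below 0.1, and 12 of the 440 unchanged genes were called. With the background of each lane added, 98% and 20% were recovered and 80 unchanged genes were called. With the same background but all lanes at the median depth of the Scram+IgG lanes, 81% and 78% were recovered and 17 unchanged genes were called. The lane sizes were the same in the simulated counts and in their test, so an error in the sizes does not show here.

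The genes named in the text were fixed before the data were examined. They are the genes the paper names in connection with these data, including those labeled in Fig. 4g and 4h, and the genes it names in other T cell experiments, where the panel holds them, which gave 28 genes. The rule also admitted the 5 largest rises and the 5 largest falls among genes below the FDR threshold whose mice did not overlap between ANT008+aPD-1 and Scram+IgG, and no gene met it. Alternatives fixed at the same time were other scalings (TMM, positive controls, none, total endogenous count, all housekeeping genes), other gene filters, background subtraction with a floor of 1, DESeq2 1.42.0 with its own size factors, limma on log2(scaled count + 1), limma's voom with sample weights, a fit of only the groups compared, the replicate number as a block, another adjustment or threshold, other definitions of the score, and each mouse left out in turn. The alternatives for the TCR gene set against each single agent and in the interaction were chosen after seeing the data. The mice with the same number are different animals, and the numbers come from the sample titles alone. Flow cytometry, TCR sequencing and the other experiments of the paper were not analysed here.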

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

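Except where stated, the alternatives were set before the data were examined. For the combination against Scram+IgG, the count of 0 genes higher at an FDR below 0.1 (60 at an unadjusted p below 0.05) was also 0 under 15 alternatives, among them limma on log2 values, background subtraction and both other gene filters. Under TMM scaling it was 2 (Cd14 and Il10, singled out after their values were seen), under scaling by the total endogenous count 1 (Cd14), under DESeq2 28 and under limma's voom with sample weights 135. Of these, 2, 1, 25 and 87 were more than 4-fold higher. Across the 6 fits that each left out one mouse, the count ran from 0 to 68 and that of genes over 4-fold from 0 to 50. It rose above 0 without Scram+IgG mouse 1 (68 and 48) and without ANT008+aPD-1 mouse 2 (66 and 50). DESeq2 and voom shared 27 genes. Of the 28 DESeq2 calls 3, and of the 135 voom calls 33, were above background in all 3 ANT008+aPD-1 lanes. Among the alternatives that gave 0, the stricter Benjamini-Yekutieli adjustment and the FDR threshold of 0.05 could not have given more. With positive controls or without scaling every tested gene was lower, so none could count as higher.

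Voom with sample weights was also the one alternative with genes higher under the single agents, 37 with ANT008+IgG and 93 with Scram+aPD-1. Its lowest weights were 0.262 for ANT008+aPD-1 mouse 2, 0.290 for ANT008+IgG mouse 2 and 0.341 for Scram+IgG mouse 1, and its highest 4.69 for Scram+IgG mouse 3. Between the combination and ANT008+IgG, 5 genes changed under DESeq2, 5 under voom, and from 0 to 26 with one mouse left out. Between the combination and Scram+aPD-1, 5 changed under DESeq2 and from 0 to 35 with one mouse left out. For the interaction the range with one mouse left out was 0 to 1. The cause of these changes was not tested.

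The higher mean of the 13 TCR genes against the other genes held its sign under all alternatives run, from 0.38 to 2.16, both ends with one mouse left out, and with a camera p below 0.05, except that with the estimated correlation between genes the same difference of 0.82 had an unadjusted camera p above 0.05. The score difference stayed positive and on the same side of the threshold under 12 alternatives. It was -4.12 with positive controls and -4.07 without scaling. With one mouse left out it was between 4.26 and 8.46, and p fell below 0.05 only without Scram+IgG mouse 1.

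The alternatives for the same gene set against each single agent and in the interaction were chosen after seeing the data. The difference of 0.96 against ANT008+IgG was between 0.47 and 1.48, and that of 0.82 against Scram+aPD-1 between 0.49 and 1.23, with a camera p below 0.05 except with the estimated correlation, which leaves the differences at 0.96 and 0.82. The interaction of 0.96 had a camera p above 0.05 with the estimated correlation too. With one mouse left out it was between -0.37 and 1.48, below 0 without Scram+IgG mouse 1, where its camera p was above 0.1. The interaction was 0.59 without ANT008+IgG mouse 2 and 0.63 without Scram+aPD-1 mouse 3, each with a camera p between 0.05 and 0.1, and 0.78 without ANT008+aPD-1 mouse 2, with a camera p above 0.1. The cause was not tested.

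The replicate block left 0 genes at an FDR below 0.1 in each of the 7 counts, with 106 genes at an unadjusted p below 0.05 for the combination against Scram+IgG. With this block the 13 TCR genes lay 1.31 above the others (limma's camera test across genes), by 1.19 against ANT008+IgG, by 1.02 against Scram+aPD-1 and by 0.90 in the interaction. For the score, permuted within replicate numbers as a block, the difference is 5.54 by design and its exact permutation p 0.0182. Deviations from the group means correlated by 0.063 on average between mice of the same number (18 pairs) and by -0.038 between mice of different numbers (36 pairs).

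The scaling shifts all genes together. The median log2 fold change of the tested genes was 0.12 with housekeeping genes, -0.03 with TMM, -0.25 after background subtraction, -4.37 with positive controls and -3.44 without scaling. Of the 28 named genes, 26 changed direction under each of the last pair, as did every tested gene that was higher with housekeeping genes, so this says nothing particular to them, and the other two, Mki67 and Cd8a, were lower with housekeeping genes as well. With positive controls the log2 fold change was -3.19 for Icos, -3.85 for Tigit, -2.51 for Ctla4, -3.95 for Cd3g, -4.26 for Cd8b1, -4.04 for Cd3e, -3.67 for Cd247, -4.1 for Lck, -2.90 for Cd28, -4.06 for Pdcd1lg2, -3.96 for Cd3d, -3.96 for Ptprc, -3.78 for Cd27, -3.53 for Il2ra, -3.48 for Tnf, -2.56 for Il2, -3.03 for Ifng, -3.66 for Lag3, -3.70 for Ccl2, -2.93 for Ccl4, -3.67 for Ccl5, -4.09 for Cxcr6, -4.25 for Pdcd1, -4.03 for Foxp3, -2.79 for Il4 and -3.92 for Cd4. Without scaling it was -2.13 for Icos, -2.78 for Tigit, -1.44 for Ctla4, -2.85 for Cd3g, -3.16 for Cd8b1, -2.96 for Cd3e, -2.61 for Cd247, -3.04 for Lck, -1.87 for Cd28, -3.05 for Pdcd1lg2, -2.89 for Cd3d, -2.93 for Ptprc, -2.71 for Cd27, -2.47 for Il2ra, -2.45 for Tnf, -1.66 for Il2, -1.95 for Ifng, -2.60 for Lag3, -2.71 for Ccl2, -1.85 for Ccl4, -2.58 for Ccl5, -3.01 for Cxcr6, -3.18 for Pdcd1, -3.03 for Foxp3, -1.78 for Il4 and -2.90 for Cd4. The share of tested genes that were higher was 56.7% with housekeeping genes, 48.8% with TMM, 39.7% after background subtraction and 0% with positive controls or no scaling, where 191 and 194 genes had an unadjusted p below 0.05 and 0 passed the FDR. Cd8a, lower by the housekeeping scaling, was higher with limma on log2 values (0.14), voom (1.57), the replicate block (0.80) and without Scram+IgG mouse 1, and its range with one mouse left out was -0.79 to 1.92. At an FDR below 0.1, voom added 23 of the named genes, DESeq2 3, leaving out Scram+IgG mouse 1 20 and leaving out ANT008+aPD-1 mouse 2 4.

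Depth limits the named genes most in ANT008+aPD-1 mice 1 and 3, where 156 and 357 endogenous genes exceeded the background. With only genes above background in every lane, 142 genes were tested, 0 passed, 8 had an unadjusted p below 0.05, and 15 named genes remained.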

Differences from the paper's values

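The values of the paper below were read by eye from Fig. 4, whose volcano plots carry no axis titles. Their horizontal axis was taken as a log2 fold change. Among the genes associated with TCR activation and co-stimulation, Fig. 4g labels about 15 at or above the line of an FDR of 0.1 in the combination, while 0 passed here and 6 of the 18 in Fig. 4g and 4h had an unadjusted p below 0.05. Of the alternatives set before the data were examined, limma's voom with sample weights called 17 and the fit without Scram+IgG mouse 1 called 16, and under these settings the number did not differ from the paper's. DESeq2 called 2 (Cd28 and Il2), the fit without ANT008+aPD-1 mouse 2 called 3 (Cd28, Il2ra and Il2), and the remaining alternatives called 0.

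The log2 fold change of Icos was 1.28 against the paper's about 6.1, that of Tigit 0.91 against about 5.9, that of Cd3e 0.47 against about 5.2, that of Cd27 0.93 against about 4.4 and that of Cd28 2.13 against about 7.4. The axis of Fig. 4g carries no title, so the gaps may lie in its unit. The paper gives its cut as more than 4-fold, and the values read, from about 4.4 to about 7.4, all exceed 4. A linear fold change was not compared, so the gaps are not shown to be differences in effect. With the axis read as log2, none of the alternatives set before the data were examined closed these gaps. The highest values were 2.77 for Icos, 2.57 for Tigit, 2.54 for Cd3e and 2.46 for Cd27, all without Scram+IgG mouse 1, and 2.99 for Cd28 with voom.

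The mean score with Scram+aPD-1 was -0.21 ± 1.80 (SD) against the paper's about 0.1 in Fig. 4i, a difference in sign within the spread between mice. It was positive, and within that spread of the paper's value, with positive controls, without scaling, and without Scram+IgG mouse 1 or any of the 3 ANT008+aPD-1 mice, and differed under the other alternatives. For the other 3 groups the mean score lay within the spread between mice. The p-value of the score, the combination against Scram+IgG, was 0.117 by exact permutation against the paper's about 0.040 in Fig. 4i from ANOVA with Dunnett's post-test. The alternatives set before the data were examined gave values from 0.00162, without Scram+IgG mouse 1, to 0.422, with positive controls, and none of them came near the paper's value. It was below 0.05, as in the paper, without Scram+IgG mouse 1 and when the mice were permuted within replicate numbers. Nearest to the paper's value were 0.0182 when the mice were permuted within replicate numbers and 0.0739 with the 18 genes of Fig. 4g and 4h, each by exact permutation. ANOVA with Dunnett's post-test was not run on the score here, so how far the test accounts for the gap is unknown.

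The paper states that CTLA4 rose in the combination, and Ctla4 carries no label in Fig. 4g. Here its log2 fold change was 1.83 with an FDR of 0.337. It passed an FDR of 0.1 with voom and without Scram+IgG mouse 1, and under none of the other alternatives. The paper states that IFN-γ, TNF-α and IL2 were significantly higher, while their FDR here was 0.473, 0.323 and 0.309. Voom called all of them, DESeq2 and the fit without ANT008+aPD-1 mouse 2 called Il2, and the fit without Scram+IgG mouse 1 called Ifng and Tnf. Of Ccl2, Ccl4, Ccl5 and Cxcr6, which the paper reports as upregulated, voom and the fit without Scram+IgG mouse 1 called Ccl4, Ccl5 and Cxcr6, and none of the alternatives called Ccl2. The paper reports no gene upregulated by a single agent. The count was 0 here too, except with voom, which called 37 genes with ANT008+IgG and 93 with Scram+aPD-1. In Fig. 4g most genes lie to the right of 0, while 56.7% of the tested genes were higher here and their median log2 fold change was 0.12.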

Other observations

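All tests below were chosen after the lane totals and the counts of genes in each comparison had been seen, and the splits of DESeq2, of voom and of the TCR genes against each single agent after their values were. Lane depth was tested against the score after both had been seen. The tests of non-leukocyte genes and of shared scaling were added after the myeloid genes had moved against what was predicted for them.

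The lanes differ in depth along the groups. The mean log2 size by housekeeping genes was 1.79 ± 1.49 (SD, n = 3 mice) with Scram+IgG and -2.81 ± 2.84 (SD, n = 3) with ANT008+aPD-1. Mouse 1 had the highest endogenous total of its group with ANT008+IgG and with Scram+aPD-1 and the lowest with ANT008+aPD-1. The total of the positive control probes fell as the endogenous total rose, with Pearson's r = -0.685 (permutation p = 0.0138) and Spearman's rho = -0.685 (permutation p = 0.0169) over the 12 lanes on the log2 scale. Without the 2 lanes farthest from the median, those of ANT008+aPD-1 mice 1 and 3, r was -0.869. The labels give no batch within which to recompute it. No explanation of this relation was tested.

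Background counts, multiplied in shallow lanes, may account for the genes higher with ANT008+aPD-1 at an unadjusted p below 0.05. In 100 simulations without any difference between groups, with the size of each lane and the mean of its negative control probes as background, a median of 139 genes were higher at that threshold, against 60 in the data. The median log2 fold change was 0.65 in these simulations and 0.12 in the data, so the simulated background had a larger effect than that of the real lanes. With no background in the simulation the median number was 14 and the largest 25, below the 60 of the data. Simulated genes vary independently and the lane sizes were taken as known, so these numbers do not bear on chance. A split of the same mice that mixed the 2 groups gave 65 genes. The mean log2 fold change of the cytokine genes Il2, Ifng and Tnf, which reverses with positive controls or no scaling, was 1.98 in the data and 1.46 on average in the simulations with background, of which 8 reached 1.98. After subtraction of the background the log2 fold change was 1.35 for Il2, 1.05 for Ifng and 1.20 for Tnf, which was above background in all 12 lanes. None passed an FDR of 0.1. How much of their rise is scaled background cannot be told from these tests.

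The 13 TCR genes of Fig. 4h lay 0.82 above the other genes in the data, and above them under each scaling tried. In the simulations with background they lay at -0.41 on average, and none of the 100 reached 0.82. With housekeeping scaling, the mean log2 fold change of these 13 genes itself was 1.13 in the data. It was 0.47 on average and at most 0.95 in the simulations with background, and at most 0.51 in those without. Scaled background alone thus raised these genes, but in none of the 100 simulations by as much as in the data. Simulated genes vary independently, while the 13 genes have an estimated correlation of 0.635, so the simulations bear on a shift from background and not on chance, and the larger simulated background limits them as well.

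A hypothesis for the score is that it follows the share of T cells in the isolated RNA and not their activation. The mean of Icos, Tigit, Ctla4, Cd28 and Cd27 relative to that of Cd3d, Cd3e and Cd3g, a ratio that does not depend on the scaling apart from the pseudocount, differed by 0.38 on the log2 scale between ANT008+aPD-1 and Scram+IgG (exact permutation p = 0.2), and the mice overlapped. With housekeeping scaling the CD3 genes alone differed by 1.54 (exact permutation p = 0.4) and the 5 co-stimulation genes by 1.92 (exact permutation p = 0.1, the smallest possible). In ANT008+aPD-1 mouse 1, Icos, Tigit, Cd27 and Cd3e did not exceed the background, and in mouse 3 Tigit did not, so that background enters the ratio in these lanes. The ratio does not decide between share and activation. In Scram+IgG mouse 1 the CD3 genes averaged 9.65 on the log2 scale, against 6.59 and 6.54 in the other Scram+IgG mice.

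Of 3 relations of the score over the 12 mice, that with log2 lane size was negative and not past an unadjusted p of 0.05 (rho = -0.287, permutation p = 0.367, Benjamini-Hochberg adjusted 0.367, and r = -0.246, permutation p = 0.437, adjusted 0.437), and r was 0.319 without the 2 lanes farthest from the median. With 12 lanes this does not exclude an effect of depth. The score rose with the mean of 9 myeloid marker genes, among them Cd68, Itgam and Cd14 (rho = 0.916, permutation p = 0.00015, adjusted 0.00045, and r = 0.911, permutation p = 8e-05, adjusted 0.00024, with r = 0.924 without the 2 farthest mice). Replacement of T cell RNA by myeloid RNA would have lowered it. With both measures relative to the median gene of the lane the relation remained (rho = 0.874, permutation p = 0.00051, and r = 0.897, permutation p = 0.00014, with 0.923 without the 2 farthest mice), so shared housekeeping scaling does not account for all of it. With 3 mice per group it was not computed within groups. A candidate explanation is that the share of leukocytes against tumor and stromal cells varied between isolations. The mean of 11 genes of non-leukocyte cells, among them collagen genes and Pdgfrb, had rho = -0.552 with the score (permutation p = 0.0674, adjusted 0.101) and r = -0.619 (permutation p = 0.0345, adjusted 0.0518), with r = -0.487 without the 2 farthest mice, and the relation does not pass the adjustment. The prediction for this test left a negative correlation that fails its threshold undefined, and it was counted as undecided once the value had been seen, as was the test of lane depth, whose prediction had set such a value against depth. The T cell ratio was counted as undecided too, although its prediction had set an overlap in favor of T cell share. The paper's methods report a narrow range of T cell purity after isolation, with no value for a single mouse. A purity in that range in every mouse would leave little room for differences in T cell or leukocyte share. Without values by mouse, T cell share, leukocyte share and lane depth remain as explanations, and a difference in activation cannot be told apart from them.

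Other splits of the same mice were compared with the real one. Of the 10 splits of 6 mice into 3 and 3, 4 part every pair of mice with the same number, and the others part 1 such pair. For the 6 numbers of genes at an FDR below 0.1 between 2 groups, which are 0 (60 genes higher at an unadjusted p below 0.05 with ANT008+aPD-1), 4 of 4 splits gave as many, which is fixed by a count of 0. For the interaction, 100 of 100 arrangements within replicate numbers did so for the same reason, and 75 of them gave at least its 9 genes at an unadjusted p below 0.05. The 60 genes were reached by 2 of the 4 splits, the real one included, as were the 0.82 of the TCR genes above the others, the 28 genes of DESeq2 and the 135 genes of voom with sample weights. For these last results the second split set Scram+IgG mouse 1 together with ANT008+aPD-1 mice 2 and 3, with 1.67, 31 genes and 205 genes, and for the 60 genes it set Scram+IgG mice 1 and 3 together with ANT008+aPD-1 mouse 2, with 65 genes. Among splits that part 1 pair, that of Scram+IgG mouse 1 with ANT008+IgG mice 1 and 3 against the remaining mice of these groups gave 91 genes at an FDR below 0.1. For the TCR genes against ANT008+IgG and against Scram+aPD-1, 2 of 4 splits gave a difference as large as the real 0.96 and 0.82, the second (1.06 and 0.91) setting mouse 1 of the single agent together with ANT008+aPD-1 mice 2 and 3. For their interaction of 0.96, 36 of the 100 arrangements gave one as large, so it does not stand apart from them. A share of 4 splits is never below 0.05, so these counts do not separate the treatment groups from other groupings of the mice.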
